# Luteolin triggers global changes in the microglial transcriptome leading to a unique anti-inflammatory and neuroprotective phenotype

**DOI:** 10.1186/1742-2094-7-3

**Published:** 2010-01-14

**Authors:** Konstantin Dirscherl, Marcus Karlstetter, Stefanie Ebert, Dominik Kraus, Julia Hlawatsch, Yana Walczak, Christoph Moehle, Rudolf Fuchshofer, Thomas Langmann

## Abstract

**Background:**

Luteolin, a plant derived flavonoid, exerts a variety of pharmacological activities and anti-oxidant properties associated with its capacity to scavenge oxygen and nitrogen species. Luteolin also shows potent anti-inflammatory activities by inhibiting nuclear factor kappa B (NFkB) signaling in immune cells. To better understand the immuno-modulatory effects of this important flavonoid, we performed a genome-wide expression analysis in pro-inflammatory challenged microglia treated with luteolin and conducted a phenotypic and functional characterization.

**Methods:**

Resting and LPS-activated BV-2 microglia were treated with luteolin in various concentrations and mRNA levels of pro-inflammatory markers were determined. DNA microarray experiments and bioinformatic data mining were performed to capture global transcriptomic changes following luteolin stimulation of microglia. Extensive qRT-PCR analyses were carried out for an independent confirmation of newly identified luteolin-regulated transcripts. The activation state of luteolin-treated microglia was assessed by morphological characterization. Microglia-mediated neurotoxicity was assessed by quantifying secreted nitric oxide levels and apoptosis of 661W photoreceptors cultured in microglia-conditioned medium.

**Results:**

Luteolin dose-dependently suppressed pro-inflammatory marker expression in LPS-activated microglia and triggered global changes in the microglial transcriptome with more than 50 differentially expressed transcripts. Pro-inflammatory and pro-apoptotic gene expression was effectively blocked by luteolin. In contrast, mRNA levels of genes related to anti-oxidant metabolism, phagocytic uptake, ramification, and chemotaxis were significantly induced. Luteolin treatment had a major effect on microglial morphology leading to ramification of formerly amoeboid cells associated with the formation of long filopodia. When co-incubated with luteolin, LPS-activated microglia showed strongly reduced NO secretion and significantly decreased neurotoxicity on 661W photoreceptor cultures.

**Conclusions:**

Our findings confirm the inhibitory effects of luteolin on pro-inflammatory cytokine expression in microglia. Moreover, our transcriptomic data suggest that this flavonoid is a potent modulator of microglial activation and affects several signaling pathways leading to a unique phenotype with anti-inflammatory, anti-oxidative, and neuroprotective characteristics. With the identification of several novel luteolin-regulated genes, our findings provide a molecular basis to understand the versatile effects of luteolin on microglial homeostasis. The data also suggest that luteolin could be a promising candidate to develop immuno-modulatory and neuroprotective therapies for the treatment of neurodegenerative disorders.

## Background

Microglia, the resident macrophages of the nervous system, have important roles in immune regulation [1,2] and neuronal homeostasis [3,4]. Microglia belong to the mononuclear phagocyte system but their special localization in the fragile neuronal environment and their morphological features clearly distinguish them from other peripheral macrophages [5]. Ramified microglia perform a very active and continous surveillance function with their long protrusions [6,7]. They receive permanent tonic inhibitory inputs from neurons to prevent microglial neurotoxicity [8,9]. Loss of microglia-neuron cross-talk [10], local danger signals such as extracellular ATP [11], or neurotransmitter gradients [12] rapidly lead to a functional transformation of ramified microglia with a variety of effector functions.

Microglia activation is a protective mechanism regulating tissue repair and recovery in the early phase of neurodegeneration [4]. However, excessive or sustained activation of microglia often contributes to acute and chronic neuro-inflammatory responses in the brain and the retina [2]. Activated microglia in the vicinity of degenerating neurons have been identified in a broad spectrum of neurodegenerative disorders including Alzheimer's disease [13], Parkinson's disease [14], amyotrophic lateral sclerosis [15], multiple sclerosis [16], and inherited photoreceptor dystrophies [17,18].

Macrophage heterogeneity and plasticity is very large and the set of marker combinations and sub-populations is essentially infinite [19]. To define a simplified conceptual framework, classification into polarized functional categories, called M1 and M2 macrophages has been proposed [20,21]. M1 or "classically activated" macrophages produce high levels of oxidative metabolites and pro-inflammatory cytokines but also cause damage to healthy tissue as side effect [22]. M2 or "alternatively activated" macrophages promote tissue remodeling and generally suppress destructive immune reactions. Informations on microglial subsets in the nervous system are relatively scarce compared to other tissue macrophages. Nevertheless, recent findings from *in vitro *cultures of the murine microglial cell line MMGT12 [23] and hippocampal microglia from the PS1xAPP Alzheimer's mouse model [24] implicate that microglia have the ability to differentiate into M1 and M2 polarized phenotypes. A co-existence of neurotoxic M1 microglia and regenerative M2 microglia has been recently documented in the injured mouse spinal cord [25]. Microarray-based quantitation of M1 and M2 markers as well as functional tests on axonal regrowth after injury demonstrated that a transient anti-inflammatory and neuroprotective M2 response was rapidly overwhelmed by a neurotoxic M1 microglial response [25]. A similar but age-dependent switch from alternative to classical activation was shown in PS1xAPP Alzheimer's mice [24], indicating a common phenomenon in neurodegenerative disorders. Compounds that induce the switch of microglia from inflammatory M1 type to anti-inflammatory M2 type could therefore be a potential therapeutic agent to attenuate neuronal inflammation and boost neuronal recovery [26].

Several anti-inflammatory drugs have been shown to diminish neuroinflammation, but only a few direct functional effects on microglial activity have been elucidated [27]. Among the naturally occuring immuno-modulators, the flavonoid luteolin (3',4',5,7-tetrahydroxyflavone), abundant in parsley, green pepper, celery, perilla leaf, and chamomile tea, exerts prominent anti-inflammatory and anti-oxidant activities [28]. Luteolin suppressed pro-inflammatory cytokine production in macrophages by blocking nuclear factor kappa B (NFkB) and activator protein 1 (AP1) signaling pathways [29] and inhibited the production of nitric oxide [30] and pro-inflammatory eicosanoids [31]. Luteolin also diminshed the release of Tnf and superoxide anions in LPS or interferon-γ treated microglial cell cultures [32,33] and reduced the LPS-induced Il6 production in brain microglia *in vivo *[34].

Although the inhibitory function of luteolin on NFkB and a few selected cytokines is well documented in macrophages, a genome-wide search for further molecular targets in microglia has not yet been published. Furthermore, the immuno-modulatory effects of luteolin related to the stimulation of distinct functional microglial phenotypes has not been investigated before. Therefore, this study investigated the global transcriptomic effects of luteolin at near physiological concentrations [35] alone or in combination with LPS in pure BV-2 microglial cultures. We further validated the luteolin-regulated expression of novel pro- and anti-inflammtory microglial transcripts, analyzed microglial morphology, and studied the consequences of microglia-conditioned media for photoreceptor viability.

## Methods

### Reagents

Luteolin (3',4',5,7-tetrahydroxyflavone) and *E. coli *0111:B4 lipopolysaccharide were purchased from Sigma Aldrich (Steinheim, Germany). Luteolin was dissolved in DMSO and added in concentrations that did not exceed 0.05% of the total volume in any of the cell culture experiments.

### Animals

C57BL/6 mice were purchased from Charles River Laboratories. Mice were kept in an air-conditioned barrier environment at constant temperature of 20-22°C on a 12-h light-dark schedule, and had free access to food and water. The health of the animals was regularly monitored, and all procedures were approved by the University of Regensburg animal rights committee and complied with the German Law on Animal Protection and the Institute for Laboratory Animal Research Guide for the Care and Use of Laboratory Animals, 1999.

### Cell culture

Brain microglia were isolated and cultured as described earlier [36]. BV-2 microglia-like cells were provided by Professor Ralph Lucius (Clinic of Neurology, Christian Albrechts University, Kiel, Germany). BV-2 cells were cultured in RPMI/5% FCS supplemented with 2 mM L-Glutamine and 195 nM β-mercaptoethanol. Primary brain microglia or BV-2 cells were stimulated with 10 ng/ml or 50 ng/ml LPS and various concentrations of luteolin for 24 h. 661W photoreceptor-like cells were a gift from Prof. Muayyad Al-Ubaidi (University of Illinois, Chicago, IL) and the culture conditions have been described elsewhere [36].

### Phalloidin staining

BV-2 cells were plated overnight on coverslips, fixed with 3.7% paraformaldehyde for 10 min at 37°C, permeabilized with 0.2% Triton X-100 for 5 min, blocked with 5% non-fat milk, 0.2% Triton X-100, and stained with DAPI for 10 min at room temperature (0.1 μg/ml in PBS, 4',6-diamidino-2-phenylindol, Molecular Probes). Filamentous actin was stained by addition of 1.5 μM TRITC-conjugated phalloidin (Sigma). The coverslips were mounted on microscopic glass slides and viewed with a Axioskop 2 fluorescence microscope equipped with an Eclipse digital analyzer (Carl Zeiss).

### NO measurement

NO concentrations were determined by measuring the amount of nitrite secreted by BV-2 cells into the culture medium using the Griess reagent system (Promega). 50 μl cell culture supernatant was collected and an equal volume of Griess reagent was added to each well. After incubation for 15 min at room temperature, the absorbance was read at 540 nm on a BMG FluoStar Optima plate reader (Labtech, Offenburg, Germany). The concentration of nitrite for each sample was calculated from a sodium nitrite standard curve.

### Apoptosis assay

Apoptotic cell death of 661W cells was determined with the Caspase-Glo^® ^3/7 Assay (Promega). Cells were lysed and incubated with a luminogenic caspase-3/7 substrate, which contains the tetrapeptide sequence DEVD. Luminescence was then generated by addition of recombinant luciferase and was proportional to the amount of caspase activity present. The luminescent signal was read on a BMG FluoStar Optima plate reader (Labtech, Offenburg, Germany). A blank reaction was used to measure background luminescence associated with the cell culture system and Caspase-Glo^® ^3/7 Reagent. The value for the blank reaction was subtracted from all experimental values. Negative control reactions were performed to determine the basal caspase activity of 661W cells.

### RNA isolation and reverse transcription

Total RNA was extracted from cultured microglia according to the manufacturer's instructions using the RNeasy Protect Mini Kit (Qiagen, Hilden, Germany). Purity and integrity of the RNA was assessed on the Agilent 2100 bioanalyzer with the RNA 6000 Nano LabChip^® ^reagent set (Agilent Technologies, Büblingen, Germany). The RNA was quantified spectrophotometrically and then stored at -80°C. First-strand cDNA synthesis was performed with RevertAid™ H Minus First Strand cDNA Synthesis Kit (Fermentas, St. Leon-Rot, Germany).

### DNA microarray analysis

Triplicate microarrays were carried out with three independent RNAs from non-stimulated BV-2 microglia or cultures treated for 24 h with 50 μM luteolin, 50 ng/ml LPS, or 50 μM LPS + 50 ng/ml LPS, respectively. Generation of double-stranded cDNA, preparation and labeling of cRNA, hybridization to Affymetrix 430 2.0 mouse genome arrays, washing, and scanning were performed according to the Affymetrix standard protocol. Minimum information about a microarray experiment (MIAME) criteria were met [37]. The microarray datasets of this study are publicly available at the National Center for Biotechnology Information Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/ as series record GSE18740.

### Bioinformatic data analysis

The Affymetrix Expression Console Software Version 1.0 was used to create summarized expression values (CHP-files) from 3' expression array feature intensities (CEL-files) using the Robust Multichip Analysis (RMA) algorithm. Integrative analysis of genome-wide expression activities from BV-2 cells was performed with the Gene Expression Dynamics Inspector (GEDI), a Matlab (Mathworks, Natick, MA) freeware program which uses self-organizing maps (SOMs) to translate high-dimensional data into a 2D mosaic [38]. Each tile of the mosaic represents an individual SOM cluster and is color-coded to represent high or low expression of the cluster's genes, thus identifying the underlying pattern.

Differentially regulated transcrips in 24 h luteolin stimulated versus non-treated and luteolin + LPS versus LPS-treated BV-2 cells, respectively, were retrieved with the Genomatix ChipInspector program (Genomatix Software GmbH, Munich, Germany), applying the Significance Analysis of Microarray (SAM) algorithm using a false-discovery rate of 0.1% and a minimum coverage of 3 independent probes.

Functional annotation of transcripts was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [39] and the Bibliosphere pathway edition (Genomatix).

### Quantitative real-time RT-PCR

Amplifications of 50 ng cDNA were performed with an ABI7900HT machine (Applied Biosystems) in triplicates in 10 μl reaction mixtures containing 1 × TaqMan Universal PCR Master Mix (Applied Biosystems), 200 nM of primers and 0.25 μl dual-labeled probe (Roche ProbeLibrary). The reaction parameters were as follows: 2-min 50°C hold, 30-min 60°C hold, and 5-min 95°C hold, followed by 45 cycles of 20-s 94°C melt and 1-min 60°C anneal/extension. Measurements were performed in triplicate. Results were analyzed with an ABI sequence detector software version 2.3 using the ΔΔCt method for relative quantitation. Primer sequences and Roche Library Probe numbers are listed in Table 1.

**Table 1:** Primer pairs and Roche library probes for real time qRT-PCR validation

Gene	F-Primer (5'-3')	R-Primer (5'-3')	Roche Library Probe
AA467197	aaatggtggatcctactcaacc	gttgccctccggactttt	17
Blvrb	tcctcggagttctcagcttt	gcaccgtcacctcataacct	81
C3	accttacctcggcaagtttct	ttgtagagctgctggtcagg	76
CD36	ttgaaaagtctcggacattgag	tcagatccgaacacagcgta	6
CD83	gctctcctatgcagtgtcctg	ggatcgtcagggaataggc	2
Cfb	ctcgaacctgcagatccac	tcaaagtcctgcggtcgt	1
Cst7	atgtcagcaaagccctggta	ggtcttcctgcatgtagttcg	67
Cxcl10	gctgccgtcattttctgc	tctcactggcccgtcatc	3
Ddit3	ccaccacacctgaaagcag	tcctcataccaggcttcca	33
Gbp2	tgtagaccaaaagttccagacaga	gataaaggcatctcgcttgg	62
Gbp3	aagattgagctgggctacca	gaaactcttgagaacctcttttgc	73
Gclm	tggagcagctgtatcagtgg	caaaggcagtcaaatctggtg	18
Gusb	gtgggcattgtgctacctg	atttttgtcccggcgaac	25
Hmox1	ctgctagcctggtgcaaga	ccaacaggaagctgagagtga	25
Hp	ccctgggagctgttgtca	ctttgggcagctgtcatctt	15
Hprt1	tcctcctcagaccgctttt	cctggttcatcatcgctaatc	95
Ifi44	ctgattacaaaagaagacatgacagac	aggcaaaaccaaagactcca	78
Ifitm3	aacatgcccagagaggtgtc	accatcttccgatccctagac	84
Ifitm6	ccggatcacattacctggtc	catgtcgcccaccatctt	27
IL-6	gatggatgctaccaaactggat	ccaggtagctatggtactccaga	6
iNos	ctttgccacggacgagac	tcattgtactctgagggctga	13
Irf7	cttcagcactttcttccgaga	tgtagtgtggtgacccttgc	25
Kdr	cagtggtactggcagctagaag	acaagcatacgggcttgttt	68
Lcn2	atgtcacctccatcctggtc	cctgtgcatatttcccagagt	1
Lpcat1	aatgtgaggcgtgtcatgg	ggcagtcctcaaatgtatagtcg	81
Marco	cagagggagagcacttagcag	gccccgacaattcacatt	20
Mpeg1	cacagtgagcctgcacttaca	gcgctttcccaatagcttta	69
Nupr1-F	gatggaatcctggatgaatatga	gtccgacctttccgacct	64
Rnf145	catggacttctggcttctcat	aataaaaagtgttcccagaacctg	67
Saa3	atgctcgggggaactatgat	acagcctctctggcatcg	26
Slpi	gtgaatcctgttcccattcg	cctgagttttgacgcacctc	69
Srxn1	gctatgccacacagagaccata	gtgggaaagctggtgtcct	33
Trib3	gctatcgagccctgcact	acatgctggtgggtaggc	98

### Statistical analysis

Statistical analysis were performed on ΔΔCt data using analysis of variance with a two-sample Student's t test (P < 0.05) unless otherwise indicated. Quantitative data are expressed as mean ± SEM. The levels of gene expression in treated BV-2 cells are shown relative to control cells.

## Results

### Effects of luteolin on selected pro-inflammatory markers

As a basis to study the genome-wide transcriptional effects of luteolin on activated microglia and to validate our cell culture system, we initially performed a dose-response curve for luteolin. Four pro-inflammatory microglia markers with different expression levels and ranges of induction were selected as positive controls for qRT-PCR analyses. Interleukin 6 (Il6) is a well known pro-inflammatory cytokine target of luteolin [34], chemokine (C-X-C motif) ligand 10 (Cxcl10), interferon-regulatory factor 7 (Irf7), and interferon-inducible protein 44 (Ifi44) are LPS-sensitive genes in microglia [36]. BV-2 microglia were pre-treated with different concentrations of luteolin (0, 5, 10, 25, and 50 μM) for 1 h and then stimulated with LPS (10 ng/ml and 50 ng/ml) for a further 24 h period. Neither LPS nor luteolin changed the proliferation rate or cell survival at the concentration levels applied to the cells (data not shown). mRNA levels of Il6 (Fig. 1A), Cxcl10 (Fig. 1B), Irf7 (Fig. 1C), and Ifi44 (Fig. 1D), which were all induced by 10 ng/ml LPS and further increased by 50 ng/ml LPS, were dose-dependently reduced by luteolin (Fig. 1A-D). Luteolin's effects on the four genes were most prominent at 50 μM (Fig. 1A-D) and therefore this concentration was used in all further experiments.

**Figure 1:**
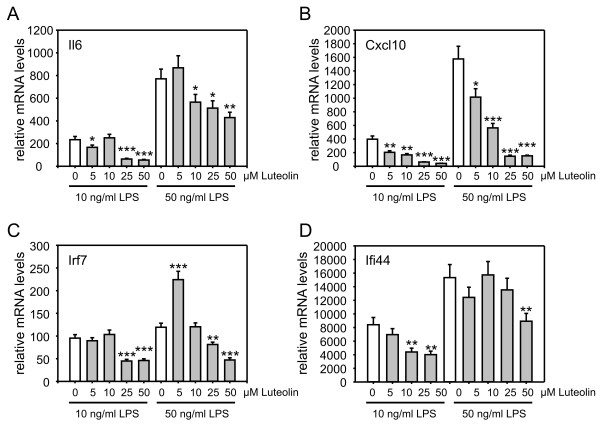
**Dose-dependent suppression of LPS-induced pro-inflammatory gene expression in BV-2 microglia**. BV-2 microglia were treated with the indicated concentrations of luteolin for 1 h and then stimulated with 10 ng/ml or 50 ng/ml LPS for 24 h. Gene expression levels of (A) interleukin 6 (Il6), (B) chemokine (C-X-C motif) ligand 10 (Cxcl10), (C) interferon-regulatory factor 7 (Irf7), and (D) interferon-induced gene 44 (Ifi) were analyzed with real-time qRT-PCR. Expression was normalized to the control gene Gusb and mRNA levels (+/- SEM) are graphed relative to mock-treated control cells. Results are calculated from three independent experiments performed in triplicate measurements. * p ≤ 0.05, ** p ≤ 0.01, and *** p ≤ 0.001 for luteolin + LPS vs. LPS, respectively.

### Luteolin triggers global changes in the microglial transcriptome

Our next goal was to capture and compare the transcriptional profile of non-activated and LPS-activated BV-2 microgli treated each with 50 μM luteolin for 24 h using Affymetrix Mouse Genome 430 2.0 GeneChips. 

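BV-2 is an immortalized line of mouse microglia, luteolin is a plant flavonoid, and LPS is the bacterial cell wall component that activates microglia through Toll-like receptor 4. The arrays covered BV-2 microglia left untreated or kept for 24 h with 50 µM luteolin, with 50 ng/ml LPS or with both, 3 arrays per condition and 12 in all. The authors summarized the probes of each probe set with the RMA algorithm, which corrects for background and sets the arrays to a common distribution of intensities, so a change shared by most genes cannot be seen in these values. The deposited intensities were linear, and their log2 was taken here. For each of 18195 genes, the probe set with the highest mean was kept, and the 12071 genes with a mean signal of at least 50 in 1 or more of the 4 conditions were tested with limma. Signals below are geometric means of 3 arrays, standard errors are those of limma, and adjusted p-values are over all genes tested unless stated otherwise. A further fit added the replicate number as a block, on the reading that arrays of the same number come from the same stimulation experiment. The number of arrays limits the precision.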

Twelve microarray analyses from three independent stimulation experiments were performed and high stringency criteria with a minimal signal intensity of 50 fluorescence units were used. The complete microarray RMA datasets and all raw data (Affymetrix CEL-files) were stored in the NCBI GEO repository as record GSE18740. We used the Gene Expression Dynamics Inspector (GEDI) to determine the global patterns of gene expression in the four different conditions, untreated, luteolin-treated, LPS-treated, and luteolin + LPS-treated microglia. GEDI is based on self-organizing maps to identify genome-wide transcriptome activity via 'gestalt' recognition [38]. GEDI is sample-oriented rather than gene-oriented, which facilitates the identification of genome-wide patterns. Each mosaic tile in the GEDI map represents a gene group or cluster that is expressed at similar levels, with blue color indicating a low level and red corresponding to high expression. 

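LPS raised genes of the innate immune response in BV-2 microglia. Il6, which encodes the cytokine interleukin-6, went from a signal of 20.9 in control to 3037 in LPS-treated microglia. As all 3 control arrays lay under the minimum signal of 50, it rose by a log2 of at least 5.92 (limma's log2 fold change 7.18, standard error 0.58, adjusted p = 2.36e-04). Acod1, the enzyme of itaconate synthesis, rose by 7.16 (standard error 0.48, adjusted p = 8.31e-05), and Ccl5, a chemokine of T cells and monocytes, by 6.67 (standard error 0.65, adjusted p = 6.83e-04). Gpr183, a receptor for oxysterols, fell with a log2 fold change of -2.36 (standard error 0.25, adjusted p = 9.20e-04), and Il6ra, the interleukin-6 receptor, with one of -2.21 (standard error 0.28, adjusted p = 0.00198). Of 18 measured cytokines and chemokines under NFkB control, 14 rose and none fell (16 rose when adjusted over the list alone), with a median log2 fold change of 3.65 (camera adjusted p = 1.22e-23, adjusted p = 0.0568 with an estimated correlation). Of 16 genes of NFkB feedback and signalling, 13 rose (14 when adjusted over the list alone), with a median of 1.94 (adjusted p = 2.60e-21, adjusted p = 0.0568 with an estimated correlation). Of 35 interferon response genes, 17 rose, 33 when adjusted over the list alone and 29 with the replicate block, with a median of 2.33 (adjusted p = 1.77e-25, adjusted p = 0.196 with an estimated correlation). Among them, Rsad2, the antiviral protein viperin, had a log2 fold change of 6.63 (standard error 1.17, adjusted p = 0.0116), and Rtp4, with 2 of 3 control arrays under 50, one of 7.14 (standard error 1.29, adjusted p = 0.0131), or 6.48 with these set to 50 and 4.53 with the mean of a gene's probe sets, the adjusted p being 0.0508 without control replicate 2 and 0.0543 without LPS replicate 3 (2.10e-04 to 0.0543 over 24 alternatives). The first principal component held 39.5% of the variance and placed control and luteolin-treated arrays between -24.5 and -21.0, LPS-treated arrays between 21.7 and 50.4, and luteolin + LPS arrays between -4.38 and 24.5. The second held 21.4% and placed the 4 arrays of replicate 1 between -31.9 and -16.8 and the others between 2.88 and 26.0. In LPS versus control, 237 genes rose and 268 fell at an adjusted p under 0.05, 505 in all and 1338 with the replicate block. The count was 242, 239 and 197 without control replicate 1, 2 or 3 and 209 without LPS replicate 3.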

The four GEDI maps clearly show a dynamic regulation of gene expression in stimulated versus non-stimulated microglia (Fig. 2). 

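Interferon response genes lay lower in luteolin + LPS than in LPS-treated microglia. All 35 measured genes of this list had a log2 fold change below 0, with a median of -1.36 (-0.61 without luteolin + LPS replicate 2, and otherwise camera adjusted p = 3.76e-12, adjusted p = 0.505 with an estimated correlation). Of these, 1 fell at an adjusted p under 0.05 over all genes, 3 with the replicate block and 4 when adjusted over the list alone (13 with the block). The list holds 4 genes of the paper's Tables 2 and 3 and is not independent evidence to that extent. Against the control mean, the median of the list was 2.84, -0.20 and 1.09 in luteolin + LPS replicates 1, 2 and 3, so replicate 2 stood apart at the level of microglia without LPS. The NFkB feedback and signalling genes of that array stood at 0.91, against 1.63 and 2.02 in replicates 1 and 3. Among 181 genes raised by LPS with a log2 fold change over 1, the median response to LPS was 2.03 without and 1.24 with luteolin, or 61.2% (SD 24.0 over the 3 replicates). The share was 63.8%, 36.4% and 84.3% within replicates 1, 2 and 3, and 77.6% without luteolin + LPS replicate 2. With LPS responses simulated as unchanged by luteolin, 93.1% was kept, between 87.4% and 98.6% in 20 simulations. These simulations called 282 to 314 genes raised by LPS, against 181 in the data. Whether they carry the spread between replicates was not tested. Of the 181 genes, 148 had a log2 fold change below 0 in luteolin + LPS versus LPS, against a median of 182 of 297 (164 to 204) in the simulations. Of the 148, 14 fell (46 of 259 genes with the replicate block), against 0 in the simulations. The 14 became 9 without control replicate 3, 8 and 5 without LPS replicate 2 or 3, and 28, 8 and 33 without luteolin + LPS replicate 1, 2 or 3. The 82 genes lowered by LPS had a median response of -1.24 without and -1.01 with luteolin, and none of them rose in luteolin + LPS versus LPS by limma (6 with the replicate block).

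**Figure D1:**
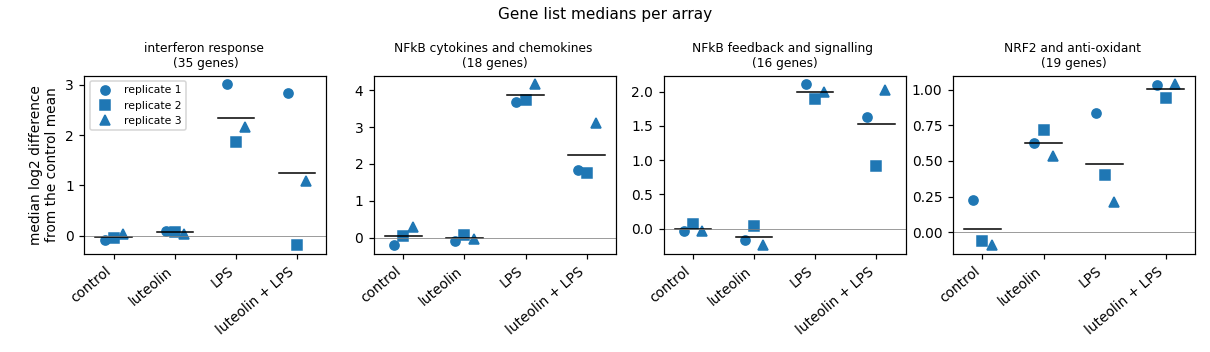
Median log2 difference from the control mean of 4 gene lists in each of the 12 arrays, with 1 marker shape per replicate and a line at each group mean. In luteolin + LPS replicate 2 the interferon response list stands at -0.20, and the NRF2 and anti-oxidant list stands between 0.54 and 0.72 in the luteolin-treated arrays.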

Especially the upper right positions in the control dataset and more pronounced in the LPS-treated dataset display an inverse regulation of the gene clusters following luteolin stimulation (Fig. 2A, white circles). These results demonstrate that stimulation with luteolin has a major impact on the global pattern of gene expression notably in activated microglia and to a lower extend in resting cells.

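Nupr1, a stress-induced regulator of transcription, had a log2 fold change of -1.37 (standard error 0.44, adjusted p = 0.393) in luteolin-treated versus control microglia. It had one of -2.18 (standard error 0.44, adjusted p = 0.0553) in luteolin + LPS versus LPS, with an adjusted p of 0.0154 with the replicate block, 0.0365 without luteolin + LPS replicate 1 and 0.0484 without luteolin + LPS replicate 3 (0.0147 to 0.343 over 24 alternatives). Lpcat1, an acyltransferase of phospholipid synthesis, had log2 fold changes of 1.02 (standard error 0.30, adjusted p = 0.302) and 1.34 (standard error 0.30, adjusted p = 0.0674) in the same comparisons. For the latter, the adjusted p was 0.0331 with the replicate block and 0.0399 without luteolin + LPS replicate 3 (0.0170 to 0.372 over 24 alternatives). A log2 fold change over 1 in size was measured for 66 genes in resting and for 244 genes in LPS-treated microglia. Across genes, the SD of the log2 fold changes was 0.26 in resting and 0.38 in LPS-treated microglia, a ratio of 1.45, which was 1.28, 1.81 and 1.27 within replicates 1, 2 and 3. With the error variance subtracted the SDs were 0.049 and 0.28, a ratio of 5.65, and with the replicate block 0.17 and 0.32, a ratio of 1.93. The log2 fold changes of luteolin in both states correlated across genes with a Pearson r of 0.488 and a Spearman rho of 0.496, and genes are not independent replicates. The Pearson r was 0.267, 0.419 and 0.355 within replicates 1, 2 and 3. All 3 arrays of 1 group lay above all 3 of the other for 19.6% of genes in resting and 16.1% in LPS-treated microglia. By chance this share is 10% if arrays are interchangeable. Arrays of the same replicate number were correlated, so the share without an effect can differ from 10% here.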

**Figure 2:**
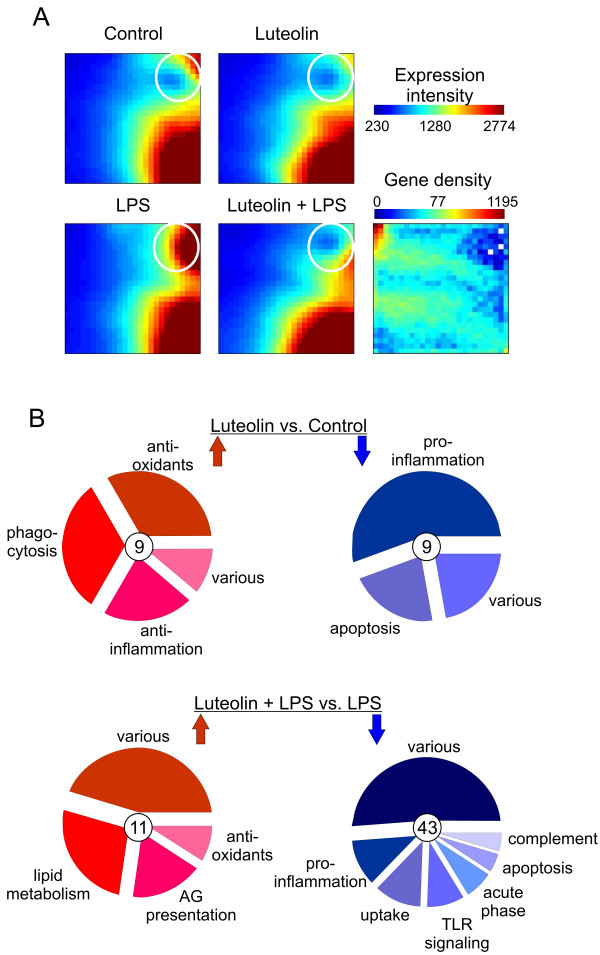
**Luteolin triggers global transcriptomic changes in non-activated and LPS-activated BV-2 microglia**. (A) Comparative Gene Expression Dynamics Inspector (GEDI) analysis of DNA-microarray datasets from control BV-2 cells or cells treated with 50 μM luteolin, 50 ng/ml LPS, or 50 μM luteolin + 50 ng/ml LPS. The white circle denotes the most prominent expression changes in several corresponding gene clusters. (B) Genomatix ChipInspector single probe analysis of differentially expressed transcripts in luteolin versus control-treated cells (top) or luteolin + LPS treated cells versus LPS stimulated cells. Triplicate Affymetrix Mouse 430 2.0 GeneChips were analyzed with a false-discovery-rate (FDR) <0.1%, 3 significant probes and log2 ratios >1. Differentially expressed transcrips from both comparisons were subjected to pathway analysis and clusters with ≥ 3 genes were defined as an independent group. Up-regulated genes are shown on the left side in red and down-regulated genes are displayed on the right side in blue. The total numbers of significantly up- or down-regulated genes from both comparions are indicated in circles placed in the centers of individual pie charts. All differentially expressed genes are listed in Tables 2 and 3, respectively.

We have previously shown that a single probe analysis of Affymetrix microarrays using the Genomatix ChipInspector tool with the Significance Analysis of Microarray (SAM) algorithm improves detection of regulated transcripts [40]. We therefore used ChipInspector to analyze our dataset applying a false discovery rate (FDR) of 0.1%, a minimal probe coverage of 3, and a minimum log2 ratio of 1 (fold change of 2.0). Thereby, 18 significantly regulated genes were identified in luteolin-treated versus non-treated microglia (Table 2) and 54 differentially expressed genes were detected in luteolin + LPS versus LPS-stimulated cells (Table 3). 

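Luteolin lowered and raised genes outside Table 3 in LPS-treated microglia. Acp5, the tartrate-resistant acid phosphatase, went from a signal of 275 with LPS to 58.5 with luteolin + LPS, a log2 fold change of -2.23 (standard error 0.20, adjusted p = 0.00405). Slfn4 and Slfn5, of the interferon-induced schlafen family, fell with log2 fold changes of -2.28 (standard error 0.29, adjusted p = 0.0122) and -2.41 (standard error 0.38, adjusted p = 0.0255). Their signals lay under 50 in 3 and 2 of the luteolin + LPS arrays, and with these set to 50 the fall of Slfn4 was at least 1.60 and that of Slfn5 1.75. The value of Slfn5 was -1.29 with the mean of a gene's probe sets, and its adjusted p was 0.0754 without LPS replicate 2, 0.120 without LPS replicate 3 and 0.264 with only the groups compared (0.00447 to 0.264 over 24 alternatives). Nrp1, a co-receptor for semaphorins and VEGF, rose by 0.83 (standard error 0.11, adjusted p = 0.0122). Ptprj, a receptor tyrosine phosphatase, rose by 1.37 (standard error 0.20, adjusted p = 0.0201), which was 0.90 with the mean of a gene's probe sets, with an adjusted p of 0.0944 without LPS replicate 3, 0.0586 without luteolin + LPS replicate 2 and 0.227 with only the groups compared (0.00742 to 0.227 over 24 alternatives). Tram1, a protein of the endoplasmic reticulum translocon, rose by 1.04 (standard error 0.14, adjusted p = 0.0134), with an adjusted p of 0.0574 without luteolin + LPS replicate 2 and 0.237 with only the groups compared (0.00302 to 0.237 over 24 alternatives). Idh1, the cytosolic isocitrate dehydrogenase, rose by 0.94 (standard error 0.14, adjusted p = 0.0232), with an adjusted p of 0.0840 without LPS replicate 3, 0.0809 without luteolin + LPS replicate 2 and 0.253 with only the groups compared (0.00742 to 0.253 over 24 alternatives). In luteolin + LPS versus LPS, 18 genes rose and 43 fell at an adjusted p under 0.05, 61 in all. With the replicate block, 235 rose and 343 fell, the 61 included. The 61 became 26 and 11 without LPS replicate 2 or 3, 113, 20 and 142 without luteolin + LPS replicate 1, 2 or 3, and 0 when the other 6 arrays did not enter limma. In luteolin-treated versus control microglia, limma called 0 genes. Of 12071 genes, 1097 had an unadjusted p under 0.05 there (1819 with the replicate block). A share of 0.05 is expected without any effect if arrays are independent. Arrays of the same replicate number were correlated, so the fit without a block need not hold to that share. With array weights limma called 962 there, and the SAM statistic called 285 probe sets at a false discovery rate of 5%. The replicate block gave 34 genes there, 10 higher and 24 lower, but 1 gene without control replicate 2 and 0 without any other array. At the paper's thresholds, an adjusted p under 0.001 and a log2 fold change over 1 in size, limma called 0 genes in each comparison. The SAM statistic on probe sets called 21 in resting and 30 in LPS-treated microglia at a rate of 0.1%.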

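The difference between luteolin's effect in LPS-treated and in resting microglia was tested as an interaction. Ifitm3, an interferon-induced membrane protein that restricts viral entry, had a log2 difference of -4.47 (standard error 0.84, adjusted p = 0.521), with signals under 50 in 1 control, 2 luteolin-treated and 1 luteolin + LPS array. Il1rn, the interleukin-1 receptor antagonist, had a log2 difference of -3.12 (standard error 0.67, adjusted p = 0.964), and Cfb, factor B of the alternative complement pathway, one of -2.98 (standard error 0.51, adjusted p = 0.521), with signals under 50 in all control and luteolin-treated arrays and in 1 luteolin + LPS array. The adjusted p of Cfb was 0.0207 without LPS replicate 1 (0.0152 to 1.000 over 35 alternatives). That of Il1rn was under 0.05 in 1 of 35 alternatives, at 0.0228. No gene passed limma's test of the interaction at an adjusted p under 0.05, with or without the replicate block. With array weights 5 genes passed, and 2 passed without LPS replicate 1. Of 12071 genes, 380 had an unadjusted p under 0.05 (798 with the block), where a share of 0.05 is expected without any effect if arrays are independent. A log2 difference over 1 in size was measured for 162 genes, of which 147 were lower and 15 higher with LPS.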

Comparison of the total numer of differentially expressed genes indicated that the effects of luteolin were more pronounced in LPS-activated BV-2 cells than in resting microglia. Also, the overall fold change range was higher in the LPS-treated microglia than in the resting BV-2 cells when stimulated with luteolin. These finding correlate with the gene cluster patterns observed in GEDI analysis and implicate that luteolin is an effective counter-player of pro-inflammatory microglial activation.

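In resting microglia, the log2 fold changes of luteolin-treated versus control ran from -2.49 to 1.70. The lowest was that of Ddit3, the stress-induced transcription factor CHOP, whose signal was 5218 in control and 926 in luteolin-treated microglia (standard error 0.74, adjusted p = 0.328), its log2 fold change being -1.36 with the mean of a gene's probe sets. The highest was that of Rnf145, a ubiquitin ligase of the endoplasmic reticulum, with signals of 682 and 2212 (standard error 0.40, adjusted p = 0.230), and with an adjusted p of 0.0360 with the replicate block (0.00301 to 0.715 over 24 alternatives). With LPS, the log2 fold changes ran from -4.91, that of Ifitm3 (standard error 0.59, adjusted p = 0.0121), to 1.92, again that of Rnf145 (standard error 0.40, adjusted p = 0.0609). The latter had an adjusted p of 0.00678 with the replicate block (0.00678 to 0.347 over 24 alternatives). Among the genes that passed the test with LPS, the highest was 1.37.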

**Table 2:** Differentially expressed transcripts after 24 h stimulation of BV-2 cells with 50 μM luteolin

Nr	ID	Symbol	Gene Name	FC*	Cov
**UP-REGULATED**					
1	74315	Rnf145	Ring finger protein 145	2.87	11
2	76650	Srxn1	Sulfiredoxin 1 homolog	2.38	5
3	19252	Dusp1	Dual specificity phosphatase 1	2.35	10
4	12267	C3ar1	Complement component 3a receptor 1	2.30	22
5	12491	Cd36	CD36 antigen	2.28	10
6	12475	Cd14	CD14 antigen	2.25	10
7	233016	Blvrb	Biliverdin reductase B	2.22	9
8	15368	Hmox1	Heme oxygenase 1	2.17	10
9	210992	Lpcat1	Lysophosphatidylcholine acyltransferase 1	2.13	11
**DOWN-REGULATED**					
1	13198	Ddit3	DNA-damage inducible transcript 3	-5.21	11
2	12862	Cox6a2	Cytochrome c oxidase, subunit VI a, polypeptide 2	-2.89	9
3	228775	Trib3	Tribbles homolog 3	-2.62	22
4	56312	Nupr1	Nuclear protein 1	-2.36	15
5	13011	Cst7	Cystatin F	-2.19	9
6	223920	Soat2	Sterol O-acyltransferase 2	-2.16	8
7	16149	Cd74	CD74 antigen	-2.10	8
8	17064	Cd93	CD93 antigen	-2.08	11
9	213002	Ifitm6	Interferon induced transmembrane protein 6	-2.06	8

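In resting microglia, luteolin-treated arrays had a higher mean signal of C3ar1, an anaphylatoxin receptor, with a log2 fold change of 1.21 (standard error 0.27, adjusted p = 0.216). Cd14, a co-receptor for LPS, had one of 1.24 (standard error 0.26, adjusted p = 0.194). Dusp1, a phosphatase of MAP kinases, had a log2 fold change of 1.32 (standard error 0.71, adjusted p = 0.639), which was 0.82 without luteolin replicate 1. Cox6a2, a subunit of cytochrome c oxidase, had one of -1.65 (standard error 0.44, adjusted p = 0.291), Ifitm6, of the interferon-induced transmembrane family, one of -1.17 (standard error 0.44, adjusted p = 0.435). Cd74, the invariant chain of MHC class II, had one of -1.05 (standard error 0.46, adjusted p = 0.535), which was -0.66 without luteolin replicate 1. Of the 18 genes the paper lists, 17 were measured, and all 17 had the sign the paper gives and a log2 fold change over 1 in size. Every one of the 17 kept its sign within each of the 3 replicates, and for 14 the arrays of both groups did not overlap, among genes the paper chose on these same arrays. None of the 17 passed limma's test at an adjusted p under 0.05, and 15 had an unadjusted p under 0.05. The replicate block called 1 (Rnf145), limma with array weights 14, and the SAM statistic 11 at a false discovery rate of 5% and 3 at 0.1%.

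**Figure D2:**
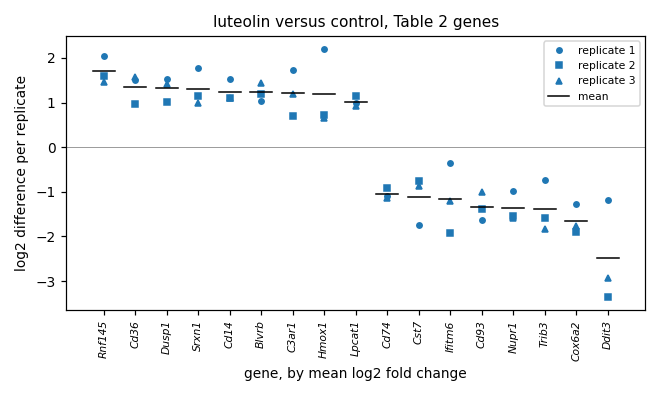
Log2 difference between the luteolin-treated and the control array of each replicate number for the 17 measured genes of Table 2, with a line at each mean log2 fold change. The median size of the mean is 1.31, and the points of each gene lie on 1 side of 0.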

Significance analysis of triplicate microarrays was performed with a false discovery rate of 0.1% and a minimum probe coverage of 3. ID, Entrez Gene ID; FC: Fold change; Cov: probe coverage; * validated by Taqman realtime RT-PCR

**Table 3:** Differentially expressed transcripts after 24 h stimulation with 50 μM luteolin + 50 ng/ml LPS versus 50 ng/ml LPS

Nr	ID	Symbol	Gene Name	FC*	Cov
**UP-REGULATED**					
1	74315	Rnf145	Ring finger protein 145	3.27	11
2	210992	Lpcat1	Lysophosphatidylcholine acyltransferase 1	2.55	11
3	12522	Cd83	CD83 antigen	2.51	11
4	14630	Gclm	Glutamate-cysteine ligase, modifier subunit	2.46	10
5	16889	Lipa	Lysosomal acid lipase A	2.31	6
6	56336	B4galt5	UDP-Gal:betaGlcNAc beta 1,4-galactosyltransferase, polypeptide 5	2.30	8
7	14950	H13	Histocompatibility 13	2.30	7
8	14104	Fasn	Fatty acid synthase	2.28	4
9	12125	Bcl2l11	BCL2-like 11	2.16	14
10	16542	Kdr	Kinase insert domain protein receptor	2.16	9
11	216345	Ccdc131	Coiled-coil domain containing 131	2.11	7
**DOWN-REGULATED**					
1	66141	Ifitm3	Interferon induced transmembrane protein 3	-13.74	9
2	433470	AA467197	Expressed sequence AA467197, miR-147	-9.32	9
3	16819	Lcn2	Lipocalin 2	-6.87	10
4	14469	Gbp2	Guanylate binding protein 2	-6.41	16
5	14962	Cfb	Complement factor B	-5.94	8
6	13198	Ddit3	DNA-damage inducible transcript 3	-5.58	11
7	16181	Il1rn	Interleukin 1 receptor antagonist	-5.28	33
8	55932	Gbp3	Guanylate binding protein 3	-4.72	10
9	56312	Nupr1	Nuclear protein 1	-4.35	15
10	75345	Slamf7	SLAM family member 7	-4.14	9
11	20210	Saa3	Serum amyloid A 3	-3.78	7
12	17386	Mmp13	Matrix metallopeptidase 13	-3.63	11
13	15439	Hp	Haptoglobin	-3.56	11
14	17167	Marco	Macrophage receptor with collagenous structure	-3.34	8
15	12266	C3	Complement component 3	-3.29	6
16	12870	Cp	Ceruloplasmin	-3.05	5
17	13011	Cst7	Cystatin F	-3.03	9
18	23882	Gadd45g	Growth arrest and DNA-damage-inducible 45 gamma	-2.95	11
19	242341	Atp6v0d2	ATPase, H+ transporting, lysosomal V0 subunit D2	-2.81	13
20	68774	Ms4a6d	Membrane-spanning 4-domains, subfamily A, member 6D	-2.75	19
21	83673	Snhg1	Small nucleolar RNA host gene 1	-2.75	24
22	12494	Cd38	CD38 antigen	-2.73	6
23	19655	Rbmx	RNA binding motif protein, X chromosome	-2.73	11
24	56405	Dusp14	Dual specificity phosphatase 14	-2.68	10
25	213002	Ifitm6	Interferon induced transmembrane protein 6	-2.57	8
26	12517	Cd72	CD72 antigen	-2.55	9
27	14129	Fcgr1	Fc receptor, IgG, high affinity I	-2.55	11
28	14130	Fcgr2b	Fc receptor, IgG, low affinity IIb	-2.48	27
29	231532	Arhgap24	Rho GTPase activating protein 24	-2.46	8
30	29818	Hspb7	Heat shock protein family, member 7 (cardiovascular)	-2.45	5
31	17476	Mpeg1	Macrophage expressed gene 1	-2.43	6
32	66222	Serpinb1a	Serine peptidase inhibitor, clade B, member 1a	-2.41	10
33	78771	Mctp1	Multiple C2 domains, transmembrane 1	-2.39	8
34	20568	Slpi	Secretory leukocyte peptidase inhibitor	-2.39	9
35	12507	Cd5	CD5 antigen	-2.35	9
36	50778	Rgs1	Regulator of G-protein signaling 1	-2.35	11
37	21897	Tlr1	Toll-like receptor 1	-2.20	5
38	16149	Cd74	CD74 antigen	-2.17	5
39	73167	Arhgap8	Rho GTPase activating protein 8	-2.13	8
40	15064	Mr1	Major histocompatibility complex, class I-related	-2.06	7
41	347722	Centg2	Centaurin, gamma 2	-2.04	11
42	98365	Slamf9	SLAM family member 9	-2.04	8
43	72999	Insig2	Insulin induced gene 2	-2.00	8

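With LPS, luteolin lowered Ifitm3 from a signal of 2679.9 to 89.0, against 51.2 in control microglia. Il1rn fell with a log2 fold change of -3.10 (standard error 0.47, adjusted p = 0.0234), with an adjusted p of 0.0669 without LPS replicate 2, 0.111 without LPS replicate 3, 0.0913 without luteolin + LPS replicate 2 and 0.217 with only the groups compared (0.00262 to 0.217 over 24 alternatives). Cst7, which encodes the protease inhibitor cystatin F, fell with one of -1.64 (standard error 0.26, adjusted p = 0.0258), with an adjusted p of 0.0527 without LPS replicate 1, 0.0669 without LPS replicate 2, 0.0840 without LPS replicate 3, 0.0750 without luteolin + LPS replicate 2 and 0.217 with only the groups compared (0.0110 to 0.217 over 24 alternatives). Serpinb1a, an inhibitor of neutrophil serine proteases, fell with one of -2.01 (standard error 0.30, adjusted p = 0.0201), with an adjusted p of 0.0840 without LPS replicate 3, 0.0657 without luteolin + LPS replicate 2 and 0.206 with only the groups compared (0.00742 to 0.206 over 24 alternatives). Cd72, a C-type lectin receptor, fell with one of -1.67 (standard error 0.30, adjusted p = 0.0439), with an adjusted p of 0.0694 without LPS replicate 1, 0.0581 without LPS replicate 2, 0.144 without LPS replicate 3, 0.0693 without luteolin + LPS replicate 1, 0.136 without luteolin + LPS replicate 2, 0.314 with only the groups compared, 0.0568 with array weights and 0.0902 without all arrays of replicate 1 (0.00682 to 0.314 over 24 alternatives). Slamf7, a receptor of the SLAM family, had a log2 fold change of -2.89 (standard error 0.69, adjusted p = 0.0860), with an adjusted p of 0.00678 with the replicate block and 0.0338 without luteolin + LPS replicate 1 (0.00431 to 0.382 over 24 alternatives). Of the 54 genes the paper lists, 52 were measured, and all 52 had the sign the paper gives, in the mean and within each replicate. A log2 fold change over 1 in size and in that direction was measured for 49, and for 41 the arrays of both groups did not overlap, again among genes chosen on these arrays. At an adjusted p under 0.05, 10 passed limma's test, 34 with the replicate block and 0 with only the groups compared. The 10 became 4 without LPS replicate 2, 2 without LPS replicate 3, 5 without luteolin + LPS replicate 2 and 20 without luteolin + LPS replicate 3.

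**Figure D3:**
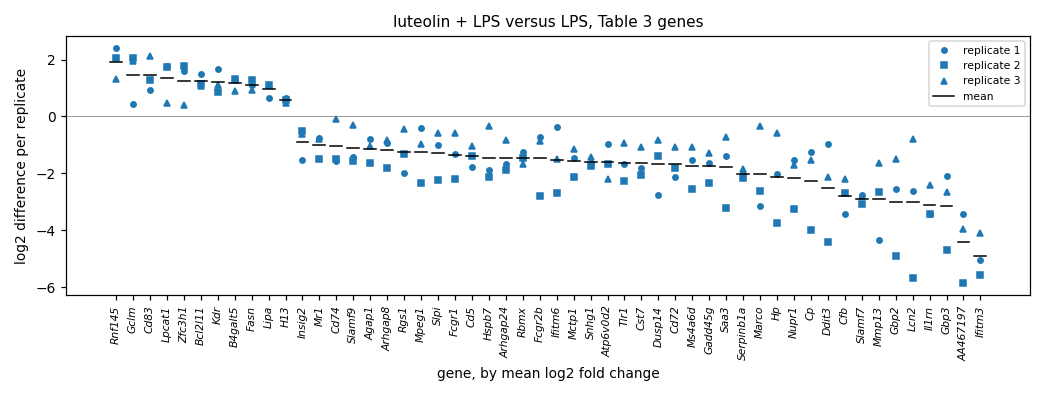
Log2 difference between the luteolin + LPS and the LPS array of each replicate number for the 52 measured genes of Table 3, with a line at each mean log2 fold change. The median size of the mean is 1.55, and the points of each gene lie on 1 side of 0.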

Significance analysis of triplicate microarrays was performed with a false discovery rate of 0.1% and a minimum probe coverage of 3. ID, Entrez Gene ID; FC: Fold change; Cov: probe coverage; * validated by Taqman realtime RT-PCR

### Luteolin regulates important immune pathways and changes the microglial transcriptional phenotype

Our next aim was to put the newly identified luteolin-regulated expression patterns into a specific biological context. We used all differentially expressed genes to perform a classification into functional categories with the Database for Annotation, Visualization, and Integrated Discovery (DAVID). 

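Genes of the anti-oxidant response under the transcription factor NRF2 had higher means in luteolin-treated than in control microglia. All 19 measured genes of this list had a log2 fold change above 0, with a median of 0.62 (camera adjusted p = 5.87e-13, adjusted p = 0.172 with an estimated correlation). None of the 19 passed limma's test over all genes (2 with the replicate block), and 9 rose when adjusted over the list alone (14 with the block). Slc7a11, the cystine transporter behind glutathione synthesis, had a log2 fold change of 1.29 (standard error 0.58, adjusted p = 0.545). Nqo1, a quinone reductase with all 3 control arrays under 50, had one of 0.97 (standard error 0.19, adjusted p = 0.175), or at least 0.66 with these set to 50. The list holds 4 genes of Tables 2 and 3, which are not independent evidence. Against the control mean, the median of the list was 0.62, 0.72 and 0.54 in the 3 luteolin-treated arrays and 0.23 in control replicate 1, one of the replicate 1 arrays that stood apart. Of 24 genes of phagocytosis and scavenger receptors, 10 had a log2 fold change above 0 and 14 below 0, with a median of -0.017 and a mean of 0.031 (adjusted p = 0.745). None of these passed the test over all genes, and 1 rose when adjusted over the list alone, while 7 of the 24 are genes of the paper's tables. Cd93, a receptor linked to the uptake of dying cells, had a log2 fold change of -1.34 (standard error 0.64, adjusted p = 0.576), which was -0.75 with the mean of a gene's probe sets.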

The major enriched functional categories in luteolin-treated resting microglia were *anti-oxidants*, *phagocytosis*, and *anti-inflammation *for up-regulated genes and *pro-inflammation *and *apoptosis *for down-regulated genes (Fig. 2B, upper part). These pathways indicate that luteolin stimulated anti-oxidant and anti-inflammatory transcriptional programs which could potentially reflect M2 macrophage polarization. Moreover, basal pro-inflammatory and pro-apoptotic gene expression was blocked in non-activated BV-2 microglia. 

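Markers of M2 macrophages did not move one way in resting microglia. Of 13 measured markers, 4 had a log2 fold change above 0 and 9 below 0 in luteolin-treated versus control, with a median of -0.41 (camera adjusted p = 0.753), and none passed limma's test, over all genes or adjusted over the list alone. Tgm2, a transglutaminase and M2 marker, had a log2 fold change of 1.32 (standard error 0.44, adjusted p = 0.401).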

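Genes of the integrated stress response, which the transcription factors ATF4 and CHOP control, had lower means in luteolin-treated than in control microglia. Of 21 measured genes, 18 had a log2 fold change below 0, with a median of -0.27 (camera adjusted p = 4.18e-04, adjusted p = 0.479 with an estimated correlation). None fell over all genes by limma and 3 fell when adjusted over the list alone (6 with the replicate block). The list holds 3 genes of Tables 2 and 3, which are not independent evidence. Of 18 cytokines and chemokines under NFkB control, 9 had a log2 fold change above 0 and 9 below 0, with a median of -0.0069 and a mean of -0.058 (adjusted p = 0.776, where camera's direction was above 0). The 16 genes of NFkB feedback and signalling had a median of -0.12 (adjusted p = 0.292), with Relb, an NFkB subunit, at -0.82 (standard error 0.26, adjusted p = 0.389). Of 17 pro-apoptotic genes, 10 lay above 0 and 7 below 0, with a median of 0.094 (adjusted p = 0.292). Casp4, an inflammatory caspase, had a log2 fold change of -0.69 (standard error 0.41, adjusted p = 0.671), which was -1.09 without luteolin replicate 1. Gadd45a, a stress-induced growth arrest gene, had one of 0.60 (standard error 0.58, adjusted p = 0.839), which was -0.0018 without luteolin replicate 1, 1.00 without luteolin replicate 2, 0.37 with array weights and 0.21 without all arrays of replicate 1. Of 23 genes of Toll-like receptor signalling, 14 lay above 0, with a median of 0.039 (adjusted p = 0.0826). No member of these 4 lists passed limma's test over all genes, and adjusted over the list alone 1 pro-apoptotic and 2 Toll-like receptor signalling genes rose. With the replicate block, 1 gene of NFkB feedback and signalling and 1 pro-apoptotic gene also fell over the list alone. These 4 lists hold 1, 0, 2 and 2 genes of the paper's tables, in the order named.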

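In LPS-treated microglia, luteolin raised Gsr, the glutathione reductase, with a log2 fold change of 1.24 (standard error 0.21, adjusted p = 0.0390), with an adjusted p of 0.0909 without LPS replicate 2, 0.134 without LPS replicate 3, 0.104 without luteolin + LPS replicate 2 and 0.264 with only the groups compared (0.00761 to 0.264 over 24 alternatives). Gsr belongs to the NRF2 and anti-oxidant list, of which 17 of 19 measured genes had a log2 fold change above 0 in luteolin + LPS versus LPS, with a median of 0.54 (0.34 without LPS replicate 3, and otherwise camera adjusted p = 3.56e-07, adjusted p = 0.457 with an estimated correlation). Of these, 1 rose over all genes and 7 when adjusted over the list alone. With the replicate block, 7 rose over all genes and 13 over the list alone. Nqo1 had a log2 fold change of 0.85 (standard error 0.19, adjusted p = 0.0708), or 0.75 with the 2 LPS arrays under 50 set to 50, and with an adjusted p of 0.0435 with the replicate block (0.0314 to 0.264 over 23 alternatives). Of 13 genes of fatty acid synthesis, 11 lay above 0, with a median of 0.19 (adjusted p = 0.0305, adjusted p = 0.505 with an estimated correlation, and 0.0537 without LPS replicate 1, 0.0952 without luteolin + LPS replicate 3, 0.0743 at a signal of at least 100 and 0.0725 with the mean of a gene's probe sets). Fasn, the fatty acid synthase, had a log2 fold change of 1.11 (standard error 0.27, adjusted p = 0.0891), with an adjusted p of 0.00639 with the replicate block and 0.0471 without luteolin + LPS replicate 1 (0.00639 to 0.362 over 24 alternatives). Elovl6, a fatty acid elongase, had one of 0.69 (standard error 0.48, adjusted p = 0.565), which was 0.088 without LPS replicate 1, 1.06 without luteolin + LPS replicate 1, 0.41 without luteolin + LPS replicate 2, 0.33 with the mean of a gene's probe sets and 0.26 with array weights. No gene of the list passed limma's test over all genes (1 with the replicate block), and 1 rose when adjusted over the list alone. Of 18 genes of antigen presentation, 4 lay above 0 and 14 below 0, with a median of -0.16 (adjusted p = 0.0875). Cd83, a marker of mature dendritic cells, had a log2 fold change of 1.45 (standard error 0.63, adjusted p = 0.318), with an adjusted p of 0.0117 with the replicate block (0.0114 to 0.527 over 24 alternatives). Mr1, which presents vitamin metabolites, had one of -1.02 (standard error 0.31, adjusted p = 0.156), with an adjusted p of 0.0473 with the replicate block (0.0276 to 0.449 over 24 alternatives). None of the 18 passed over all genes (1 rose and 2 fell with the replicate block), and 1 rose and 2 fell when adjusted over the list alone. These 3 lists hold 4, 1 and 4 genes of Tables 2 and 3, which are not independent evidence.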

In luteolin + LPS co-treated versus LPS-treated cells, 11 induced transcripts represented pathways of *lipid metabolism*, *antigen presentation*, and *anti-oxidants *(Fig. 2B, bottom left). Interestingly, a large number of down-regulated genes covered the pathway categories *pro-inflammation*, *toll-like receptor *(TLR) *signaling*, *acute phase response*, *apoptosis*, and *complement factors *(Fig. 2B, bottom right). These results implicate that luteolin-induced transcriptomic changes promote a stable anti-inflammatory, anti-oxidant, and anti-apoptotic microglial phenotype reminescent of M2 macrophages. 

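Genes of the acute phase response had lower means in luteolin + LPS than in LPS-treated microglia. All 10 measured genes of this list had a log2 fold change below 0 in luteolin + LPS versus LPS, with a median of -1.79 (-1.10 without luteolin + LPS replicate 2 and -0.96 with no filter on signal, and otherwise camera adjusted p = 9.72e-08, adjusted p = 0.457 with an estimated correlation). Of these, 2 fell over all genes and 8 when adjusted over the list alone, and 6 are genes of Tables 2 and 3, which are not independent evidence. Cp, the copper carrier ceruloplasmin, had a log2 fold change of -2.26 (standard error 0.71, adjusted p = 0.165), which was -1.14 without luteolin + LPS replicate 2. Saa3, a serum amyloid A protein, had one of -1.78 (standard error 0.61, adjusted p = 0.202), which was -1.05 without luteolin + LPS replicate 2. Of 18 cytokines and chemokines under NFkB control, 15 lay below 0, with a median of -0.87 (-0.39 without luteolin + LPS replicate 2 and -0.55 without all arrays of replicate 1, and otherwise adjusted p = 1.65e-04, adjusted p = 0.505 with an estimated correlation, and 0.0623 without all arrays of replicate 1). Of the 18, 1 fell over all genes, which was Il1rn, a receptor antagonist that is also in the acute phase list. Of the same 18, 3 fell and 1 rose both with the replicate block and when adjusted over the list alone. Against the control mean, their median was 1.82, 1.75 and 3.12 in luteolin + LPS replicates 1, 2 and 3, and that of the acute phase genes was 0.87, 0.65 and 2.32. Cfb fell with a log2 fold change of -2.78 (standard error 0.36, adjusted p = 0.0122), with an adjusted p of 0.217 with only the groups compared. Without a block, it was the only 1 of 11 complement genes to pass the test over all genes or over the list alone. With the replicate block, 1 fell over all genes, and 1 rose and 4 fell over the list alone. The complement genes had a median of -0.26 (adjusted p = 0.0646). Of 23 genes of Toll-like receptor signalling, 15 lay above 0, with a median of 0.061 (adjusted p = 0.552). None of them passed over all genes (1 fell with the replicate block), and 1 rose and 1 fell when adjusted over the list alone. Tlr1, which recognizes bacterial lipopeptides with Tlr2, had a log2 fold change of -1.63 (standard error 0.39, adjusted p = 0.0878), which was -1.08 without luteolin + LPS replicate 2, with an adjusted p of 0.0357 with the replicate block and 0.0399 without luteolin + LPS replicate 3 (0.0303 to 0.408 over 24 alternatives). Of 17 pro-apoptotic genes, 8 lay above 0 and 9 below 0, with a median of -0.021 (adjusted p = 0.937, where camera's direction was above 0). None passed over all genes (1 rose and 1 fell with the replicate block), and 1 rose when adjusted over the list alone (2 rose and 3 fell with the block). Gadd45g, a stress-induced growth arrest gene, had a log2 fold change of -1.74 (standard error 0.56, adjusted p = 0.177), which was -1.09 without luteolin + LPS replicate 2, with an adjusted p of 0.0430 with the replicate block (0.0223 to 0.473 over 24 alternatives). Bcl2l11, the pro-apoptotic protein Bim, had one of 1.23 (standard error 0.37, adjusted p = 0.146), which was 0.78 without LPS replicate 1, with an adjusted p of 0.0330 with the replicate block (0.0276 to 0.450 over 24 alternatives). The cytokine, complement, Toll-like receptor and pro-apoptotic lists hold 1, 2, 2 and 2 genes of the paper's tables. Those of the complement list are Cfb and C3ar1, which Table 2 lists as raised. C3, which Table 3 lists as lowered, was not among the genes measured here.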

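In luteolin + LPS versus LPS, 6 of 13 measured M2 macrophage markers had a log2 fold change above 0 and 7 below 0, with a median of -0.00034 and a mean of -0.11 (camera adjusted p = 0.873). Mrc1, the mannose receptor, had a log2 fold change of -0.79 (standard error 0.90, adjusted p = 0.751), or -0.65 with the 1 LPS and 2 luteolin + LPS arrays under 50 set to 50. It was -1.48 without LPS replicate 1, -0.016 without LPS replicate 2, -0.38 without luteolin + LPS replicate 1, -1.18 without luteolin + LPS replicate 2 and -1.50 with array weights. All 8 measured anti-apoptotic genes lay below 0, with a median of -0.25 (adjusted p = 0.0661). Bcl2, the founding member of its family of survival proteins, had a log2 fold change of -0.93 (standard error 0.37, adjusted p = 0.268), which was -1.43 without luteolin + LPS replicate 1, -0.62 without luteolin + LPS replicate 3 and -0.44 with the mean of a gene's probe sets, with an adjusted p of 0.0481 with the replicate block and 0.0355 without luteolin + LPS replicate 1 (0.0114 to 0.596 over 24 alternatives). No gene of these lists passed limma's test over all genes or when adjusted over the list alone, and 1 anti-apoptotic gene fell with the replicate block. Of 24 genes of phagocytosis and scavenger receptors, 18 lay below 0, with a median of -0.23 (-0.11 with the mean of a gene's probe sets, and otherwise adjusted p = 0.0159, adjusted p = 0.505 with an estimated correlation, and 0.137 without LPS replicate 1, 0.0942 without luteolin + LPS replicate 2, 0.0624 at a signal of at least 100, 0.0883 with the mean of a gene's probe sets and 0.0765 without all arrays of replicate 1). None of the 24 passed over all genes (1 fell with the replicate block) and 4 fell when adjusted over the list alone. The 7 of them in the paper's tables are not independent evidence. From the functional categories of the genes it calls in resting and in LPS-treated microglia, the paper proposes that luteolin's changes to the transcriptome promote an anti-inflammatory, anti-oxidant and anti-apoptotic phenotype like that of M2 macrophages.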

Our microarray data also identified a significant number of genes that could not be grouped into larger immune-related pathways and that have not been previously connected to microglial activation or flavonoid stimulation (Tables 2 and 3).

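Several genes outside immune pathways fell with luteolin. Agap1, a regulator of Arf GTPases, fell in luteolin + LPS versus LPS with a log2 fold change of -1.15 (standard error 0.16, adjusted p = 0.0134), which was -0.51 with the mean of a gene's probe sets, with an adjusted p of 0.0517 without LPS replicate 2, 0.0740 without LPS replicate 3, 0.217 with only the groups compared and 0.192 with the mean of a gene's probe sets (0.00361 to 0.217 over 24 alternatives). In luteolin-treated versus control it had one of -1.26 (standard error 0.16, adjusted p = 0.0789), which was -0.81 with the mean of a gene's probe sets, with an adjusted p of 0.0360 with the replicate block (1.80e-04 to 0.458 over 24 alternatives). Snhg1, a host gene of small nucleolar RNAs, fell in luteolin + LPS versus LPS with a log2 fold change of -1.60 (standard error 0.23, adjusted p = 0.0198), with an adjusted p of 0.0581 without LPS replicate 2, 0.0865 without LPS replicate 3, 0.0718 without luteolin + LPS replicate 2, 0.206 with only the groups compared and 0.0509 with the mean of a gene's probe sets (0.00302 to 0.206 over 24 alternatives). Mctp1, a membrane protein with calcium-binding C2 domains, fell with one of -1.58 (standard error 0.24, adjusted p = 0.0201), with an adjusted p of 0.0660 without LPS replicate 2, 0.0690 without LPS replicate 3 and 0.206 with only the groups compared (0.00486 to 0.206 over 24 alternatives). Rbmx, an RNA-binding protein of splicing, had one of -1.46 (standard error 0.29, adjusted p = 0.0553), which was -0.44 with the mean of a gene's probe sets, with an adjusted p of 0.00633 with the replicate block and 0.0452 without luteolin + LPS replicate 1 (0.00633 to 0.240 over 24 alternatives). B4galt5, a galactosyltransferase, had one of 1.17 (standard error 0.28, adjusted p = 0.0832), with an adjusted p of 0.0143 with the replicate block (0.0143 to 0.403 over 24 alternatives). Rnf145 was higher with luteolin by a log2 difference of 2.04, 1.59 and 1.46 in replicates 1, 2 and 3 of resting microglia. The replicate block called 10 genes higher and 24 lower in resting microglia (at most 1 when any single array was left out), all 34 with the same sign in luteolin + LPS versus LPS. Of these, 6 of the 10 and 17 of the 24 were also called with the block in luteolin + LPS versus LPS. The spread of each gene enters both comparisons, so this overlap is not a test of shared effects.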

### Microarray validation by qRT-PCR confirms novel luteolin-regulated target genes

To validate a significant portion of the DNA microarray results, real-time qRT-PCR analyses were carried out with RNA samples from three independent BV-2 replicate experiments. We focused on representative candidates from different biological pathway which have not been previously described as flavonoid targets. 22 genes fulfilled these criteria and were analzyed with qRT-PCR. In the first set of experiments, mRNA levels of genes up-regulated by luteolin treatment were assessed (Fig. 3). Transcripts of Sulfirexodin 1 (Srxn1), Biliverdin reductase B (Blvrb), Heme oxigenase 1 (Hmox1), and Glutamate-cysteine ligase (Gclm) are components of the cellular anti-oxidant response [41-43] and were all induced by luteolin treatment (Fig. 3A-D). We could further validate increased levels of Lysophosphatidylcholine acyltransferase (Lpcat1), Ring finger protein 145 (Rnf145), Cd36 antigen, Kinase insert domain receptor (Kdr, alias Vegfr2), and Cd83 antigen. Lpcat1 catalyzes the inactivation of inflammatory lipids [44], whereas Cd36 and Kdr are surface receptors required for phagocytic uptake and chemotactic migration, respectively [45,46]. The function of Rnf145 is currently unknown.

**Figure 3:**
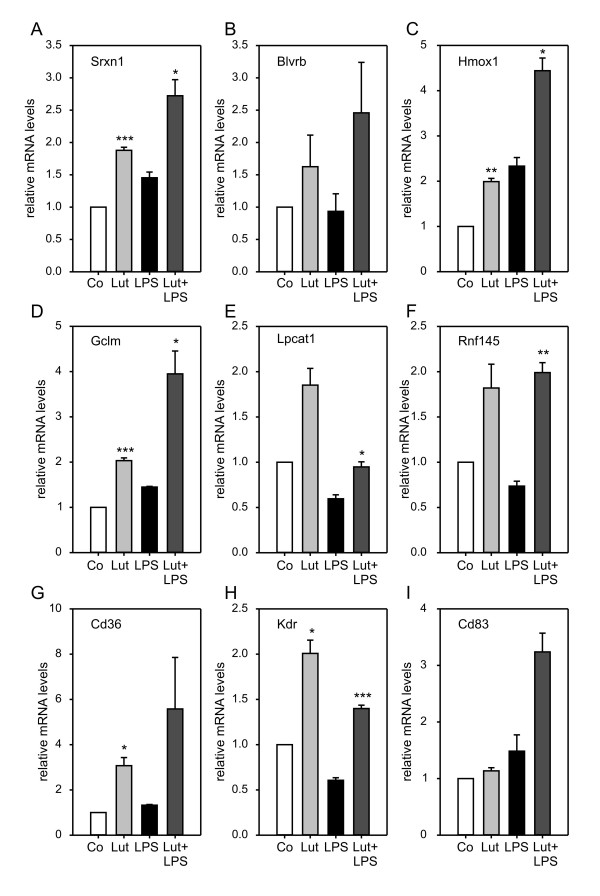
**Luteolin induces anti-oxidant, anti-inflammtory, and survival pathways**. Real-time qRT-PCR validation of transcripts in BV-2 microglia stimulated with 50 μM luteolin, 50 ng/ml LPS, or 50 μM luteolin + 50 ng/ml LPS. Relative mRNA levels were quantified for (A) Sulfiredoxin 1 (Srxn1), (B) Biliverdin reductase b (Blvrb), (C) Heme oxigenase 1 (Hmox1), (D) Glutamate-cysteine ligase modifier subunit (Gclm), (E) Lysophosphatidylcholine acyltransferase 1 (Lpcat1), (F) Ring finger protein 145 (Rnf145), (G) Cd36 antigen (Cd36), (H) Kinase insert domain protein receptor (Kdr), and (I) Cd83 antigen (Cd83). Expression was normalized to the control gene Gusb and mRNA levels (+/- SEM) are graphed relative to mock-treated control cells. Results are calculated from three independent experiments performed in triplicate measurements. * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001 for luteolin vs. control and luteolin + LPS vs. LPS, respectively.

In the next set of qRT-PCR experiments, down-regulated transcripts involved in pro-inflammatory activation and acute phase response were analyzed. Complement factor C3 (C3), Complement factor b (Cfb), Secreted leukocyte peptidase inhibitor (Slpi), and the pro-inflammatory Guanylate binding proteins 2 (Gbp2) and Gbp3 [47] showed diminished mRNA levels in luteolin-treated samples (Fig. 4A-D). The same tendency was seen in the newly identified microRNA miR-147, which is involved in toll-like receptor signaling [48], the acute phase gene Haptoglobin (Hp), the stress-related gene Nuclear protein 1 (Nupr1, alias p8) [49], and Cystatin 7 (Cst7) (Fig. 4F-I).

**Figure 4:**
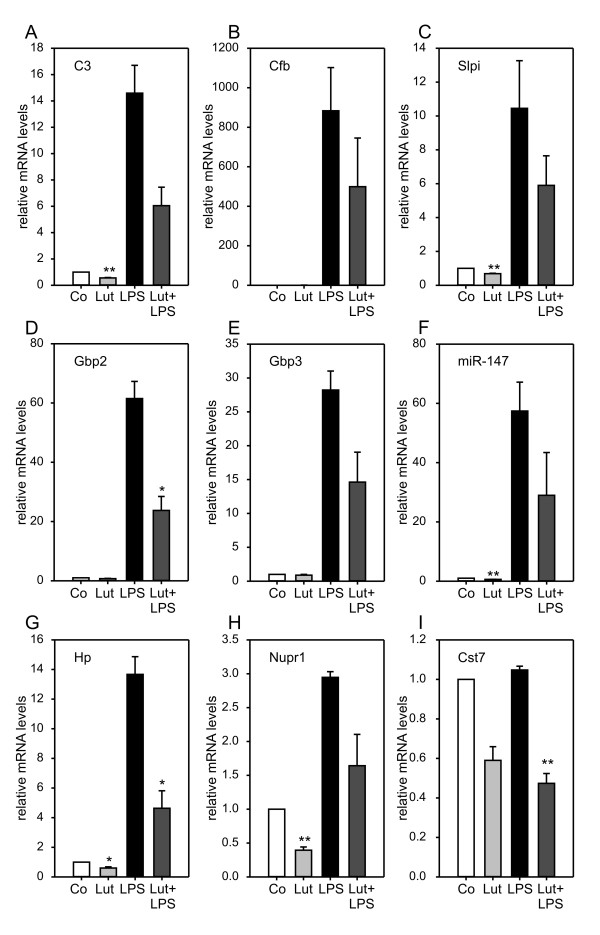
**Luteolin inhibits pro-inflammtory and stress-related pathways**. Real-time qRT-PCR validation of transcripts in BV-2 microglia stimulated with 50 μM luteolin, 50 ng/ml LPS, or 50 μM luteolin + 50 ng/ml LPS. Relative mRNA levels were quantified for (A) Complement component 3 (C3), (B) Complement factor B (Cfb), (C) Serine leukocyte peptidase inhibitor (Spli), (D) Guanylate binding protein 2 (Gnbp2), (E) Guanylate binding protein 3 (Gnbp3), (F) micro RNA 147 (miR-147), (G) Haptoglobin (Hp), (H) Nuclear protein 1 (Nupr1), and (I) Cystatin F (Cst7). Expression was normalized to the control gene Gusb and mRNA levels (+/- SEM) are graphed relative to mock-treated control cells. Results are calculated from three independent experiments performed in triplicate measurements. * p ≤ 0.05, ** p ≤ 0.01 for luteolin vs. control and luteolin + LPS vs. LPS, respectively.

As third group of genes validated by qRT-PCR, four luteolin-repressed genes related to apoptosis and microglial shape formation were studied (Fig. 5A-D). The apoptotic mediators DNA-damage inducible transcript 3 (Ddit3, alias Chop, Gadd153) and Tribbles homolog 3 [50,51] were down-regulated by luteolin in non-activated as well as LPS-activated microglia (Fig. 5A, B), indicating anti-apoptotic protection mechanisms elicited by luteolin. In line with these findings, we also observed reduced expression of the Macrophage receptor with collagenous structure (Marco) and Lipocalin 2 (Lcn2), two molecules with dual roles in apoptosis and de-ramification of activated microglia [52,53].

**Figure 5:**
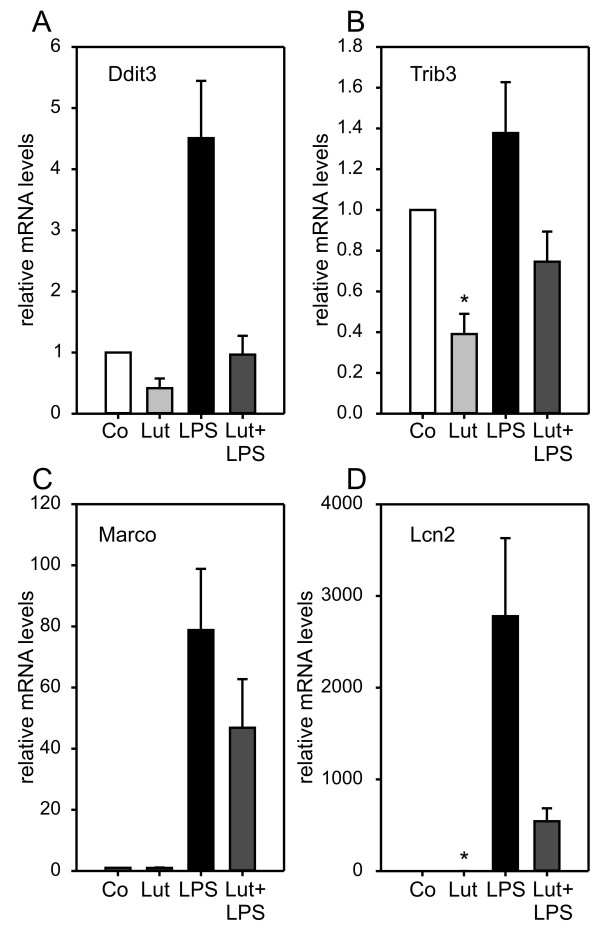
**Luteolin inhibits apoptosis-related pathways and reduces de-ramification genes**. Real-time qRT-PCR validation of transcripts in BV-2 microglia stimulated with 50 μM luteolin, 50 ng/ml LPS, or 50 μM luteolin + 50 ng/ml LPS. Relative mRNA levels were quantified for (A) DNA-damage inducible transcript 3 (Ddit3), (B) Tribbles homolog 3 (Trib3), (C) Macrophage receptor with collagenous structure (Marco), and (D) lipocalin 2 (Lcn2). Expression was normalized to the control gene Gusb and mRNA levels (+/- SEM) are graphed relative to mock-treated control cells. Results are calculated from three independent experiments performed in triplicate measurements. * p ≤ 0.05 for luteolin vs. control and luteolin + LPS vs. LPS, respectively.

### Luteolin changes microglial morphology and inhibits NO secretion

To assess whether the particular gene expression profiles measured in luteolin-stimulated microglia translate into detectable functional properties, phenotypic characterization was performed. The general activation state and morphological phenotype of microglia is particularly reflected by their cell shape and cytoskeletal organization. To detected morphological changes and for visualization of filopodia we performed phalloidin staining. Conventional BV-2 microglia cultures were low level activated cells with a flat shape and some filopodia (Fig. 6A). Culture of BV-2 cells in the presence of luteolin lead to considerable ramification and formation of long protrusions (Fig. 6B), indicating induction of a surveillance state. LPS-activation of BV-2 cells caused formation of a round cell shape with retracted filopodia (Fig. 6C). In contrast, co-incubation of LPS-treated cells with luteolin sustained the ramified microglial morphology (Fig. 6D). A similar effect was seen in primary mouse microglia, where luteolin increased the length of filopodia in non-activated cells (Fig. 6E, F) and caused flatening and ramification of LPS-treated cells (Fig. 6G, H). To test the direct effect of luteolin on microglial secretion of toxic metabolites, NO levels were determined in the supernatant of BV-2 cells. Treatment of BV-2 cells with luteolin alone did not result in increased NO concentrations (Fig. 6I), whereas stimulation with LPS markedly increased secreted NO levels. Co-incubation of LPS-activated cells with luteolin nearly completely abolished NO secretion (Fig. 6I). These data indicate that luteolin favors the ramified surveillance state of microglia and effectively inhibits cytotoxic NO formation. Kim *et al*. previously reported that luteolin triggered a blockade of NO secretion in LPS-stimulated BV-2 microglia, which was mediated by inhibition of inducible NO synthase (iNos) protein expression [54]. To indenpendently verify these data by qRT-PCR, we analyzed iNos mRNA levels in BV-2 cells treated with luteolin, LPS, or both simultaneously. LPS caused a more than 40-fold increase in iNos transcripts and luteolin co-treatment significantly reduced iNos levels more than 2-fold. Thus, our expression data corroborate the findings by Kim *et al*. and provide a reasonable explanation for reduced NO secretion levels.

**Figure 6:**
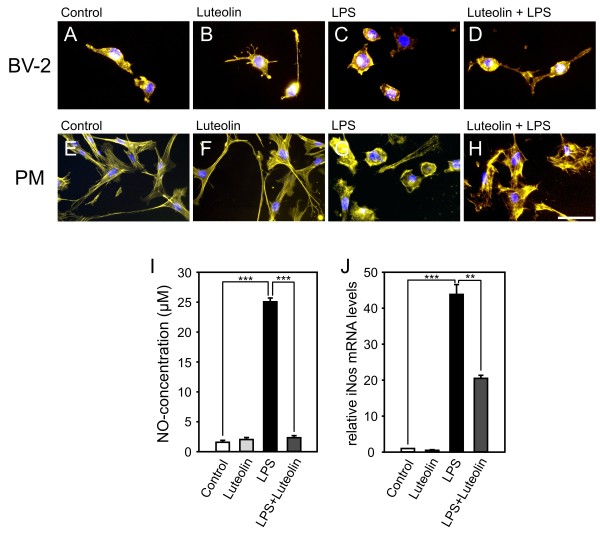
**Luteolin promotes ramification of microglia and inhibits NO-synthesis**. Effects of luteolin, LPS and Luteolin + LPS on BV-2 (A-D) and primary brain microglia (E-H) cell morphology and actin cytoskeleton. Phallodin-TRITC-staining of F-actin bundles and DAPI costaining reveals that 24 h treatment with 50 μM luteolin in non-activated (B, F) or LPS-activated microglia (D, H) supports ramification. (I) NO release from BV-2 cells treated for 24 h with 50 μM luteolin, 50 ng/ml LPS, or LPS + luteolin. The micrographs and data shown are from one representative experiment out of three independent experiments with the same tendencies. Scale bar, 50 μM. (J) Real-time qRT-PCR analysis of iNos transcripts in BV-2 microglia stimulated with 50 μM luteolin, 50 ng/ml LPS, or 50 μM luteolin + 50 ng/ml LPS. Expression was normalized to the control gene Gusb and mRNA levels (+/- SEM) are graphed relative to mock-treated control cells. Results are calculated from two independent experiments performed in triplicate measurements. *** p ≤ 0.001, ** p ≤ 0.01 for LPS vs. control and luteolin + LPS vs. LPS, respectively.

To test the hypothesis that luteolin leads to decreased microglial neurotoxicity, a culture system of 661W photoreceptor cells with conditioned medium (CM) from BV-2 cells or primary microglia was established. 661W, a retina-derived cell line [55], represents a valuable model to study microglial neurotoxicity in the special context of retinal degeneration [36]. 661W cells were incubated for 24 h with culture supernatants from unstimulated, luteolin-, LPS- or LPS + luteolin-treated cells and 661W photoreceptor cell morphology was assessed by phase contrast microscopy. 661W cells in their own medium grew confluent after 24 h and the presence of CM from control- or luteolin-treated BV-2 cells did not affect cell morphology (Fig. 7A, B). As described previously [56], confluent 661W cells flattened out and often multiple cells were connected to each other through their projected extensions (Fig. 7A, B). In contrast, 661W cells co-incubated with LPS-stimulated BV-2 supernatant appeared elongated and smaller, leading to prominent cell-free areas present in the culture (Fig. 7C). When adding CM from LPS + luteolin-stimulated BV-2 cells, nearly normal cell characteristics were retained (Fig. 7D). Similar morphological changes of 661W cells were observed when cultured in the presence of primary microglia CM (Fig. 7E-H). Direct incubation of photoreceptor cells with LPS, luteolin, or both had no effects on cell morphology (data not shown), indicating that the observed changes in 661W cell growth arise from secreted microglial compounds.

**Figure 7:**
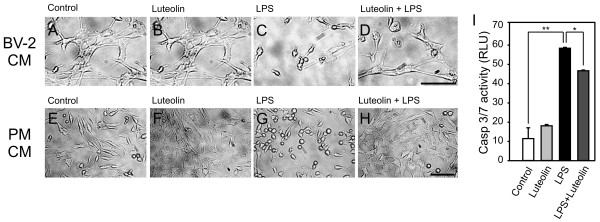
**Luteolin inhibits microglial neurotoxicity on photoreceptors**. Phase contrast micrographs showing morphological changes of 661W photoreceptor cultures treated with conditioned media from BV-2 cells (A-D) or primary brain microglia (E-H). The supernatant from control-stimulated (A, E), 50 μM luteolin-treated (B, F), 50 ng/ml LPS-treated (C, G), or 50 μM luteolin + 50 ng/ml LPS-treated cells (D, H) was added to 661W photoreceptor cells, respectively. The micrographs shown are from one representative experiment out of three independent experiments with the same tendencies. Scale bar, 50 μM. (I) Apoptosis-related caspase 3/7 activation in 661W photoreceptor cells incubated with conditioned media from control-stimulated, 50 μM luteolin-treated, 50 ng/ml LPS-treated, or 50 μM luteolin + 50 ng/ml LPS-treated BV-2 cells. Results are calculated from two independent experiments performed in triplicate measurements. ** p ≤ 0.01, * p ≤ 0.05 for LPS vs. control and luteolin + LPS vs. LPS, respectively.

To correlate the microscopic findings with functional data, we next studied the influence of microglia-secreted products on caspase-related apoptotic signaling in the neuronal cell model. 661W cells cultured in the presence of CM from LPS-stimulated BV-2 cells displayed a strong induction of caspase 3/7 activity (Fig. 7I). When CM from microglia co-treated with LPS + luteolin was used, 661W apoptosis was still present but was significantly diminished (Fig. 7I). Culture media from BV-2 cells kept in the presence of luteolin alone had no effect on 661W apoptosis. These findings implicate that luteolin either stimulates microglia to produce less pro-apoptotic substances or actively promotes the release of survival signals.

## Discussion

Like other plant-derived flavonoids, luteolin has a variety of biological activities including well-known anti-mutagenic and anti-tumorigenic properties [57]. Moreover, this flavone possesses direct anti-oxidant activity, which is attributed to structural features of all flavonoids, which favor scavenging of reactive oxygen and nitrogen species [58]. Although the anti-oxidant and anti-inflammatory activities of luteolin may be also useful in the treatment of many chronic inflammatory diseases including neurodegeneration, only little information is available about luteolin-mediated transcriptional mechanisms or molecular targets in microglia [59].

We have therefore performed the first genome-wide study of luteolin-mediated transcriptional effects in microglia. To our surprise, luteolin treatment did not only change expression levels of a few transcripts but had a broad and strong impact on the transcriptome of resting and particularly of LPS-activated microglia. The microarray dataset and the qRT-PCR validations revealed several luteolin-regulated pathways. 

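In luteolin-treated versus control microglia, Srxn1, which restores oxidized peroxiredoxins, had a log2 fold change of 1.31 (standard error 0.35, adjusted p = 0.290) and a signal of 504 in control and 1247 in luteolin-treated arrays. Blvrb, a biliverdin reductase, had one of 1.23 (standard error 0.44, adjusted p = 0.415). Hmox1, the heme oxygenase, had one of 1.20 (standard error 0.45, adjusted p = 0.446), which was 0.55 without control replicate 1, 0.76 with array weights and 0.69 without all arrays of replicate 1. Gclm, a subunit of the enzyme that limits glutathione synthesis, had one of 0.93 (standard error 0.45, adjusted p = 0.581). None of the 4 passed limma's test in resting microglia, while Srxn1 and Blvrb passed with array weights. The adjusted p of Gclm ran from 0.0377 to 0.889 over 24 alternatives. In luteolin + LPS versus LPS, the log2 fold change was 0.72 (standard error 0.35, adjusted p = 0.378) for Srxn1, 0.24 (standard error 0.45, adjusted p = 0.864) for Hmox1, 1.02 (standard error 0.44, adjusted p = 0.307) for Blvrb and 1.47 (standard error 0.45, adjusted p = 0.154) for Gclm. The value of Srxn1 was 1.18 without LPS replicate 1, 0.46 without LPS replicate 3 and 0.46 without luteolin + LPS replicate 1, with an adjusted p of 0.0370 with the replicate block and without LPS replicate 1 and of 0.0201 without all arrays of replicate 1. That of Hmox1 was 0.13 without LPS replicate 1, 0.37 without LPS replicate 2, 0.52 without luteolin + LPS replicate 1, 0.069 without luteolin + LPS replicate 2, 0.14 without luteolin + LPS replicate 3 and 0.41 without all arrays of replicate 1. Blvrb had a value of 1.56 without LPS replicate 1 and an adjusted p of 0.0341 with the replicate block (0.00947 to 0.559 over 24 alternatives). Gclm had one of 0.0274 with the replicate block and 0.0232 without LPS replicate 1 (0.00162 to 0.437 over 24 alternatives). LPS itself raised Hmox1 with a log2 fold change of 1.97 (standard error 0.45, adjusted p = 0.0365), with an adjusted p of 0.0570 without control replicate 3, 0.0637 without LPS replicate 1, 0.0840 without LPS replicate 2, 0.102 without LPS replicate 3 and 0.121 with only the groups compared (0.00190 to 0.121 over 24 alternatives).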

Luteolin caused simultaneous up-regulation of four important anti-oxidant enzymes Srxn1, Blvrb, Gclm, and Hmox1. These data are consistent with earlier findings demonstrating increased Hmox1 transcription in RAW264.7 macrophages after luteolin treatment [60]. Stimulation with the flavonoid induced binding of the transcription factor NF-E2-related factor 2 (Nrf2) to anti-oxidant response elements (ARE) in the Hmox1 promoter region [60]. Luteolin is a potent activator of Nrf2 [61] and the majority of anti-oxidant enzymes contain ARE in their regulatory regions, including Srxn1 [62]. Moreover, mouse embryonic fibroblasts derived from Nrf2 -/- mice showed significantly lower Blvrb and Gclm mRNA levels upon Diquat induction [63]. Therefore, we speculate that increased microglial expression of Srxn1, Blvrb, and Gclm is also mediated by activation of Nrf2. This hypothesis is further corroborated by the protective functions of Nrf2 in several microglia-related neurodegenerative disorders [64].

Luteolin significantly enhanced mRNA synthesis of five other genes involved in different biological pathways. Lpcat1 is a lysophospholipid acyltransferase implicated in anti-inflammatory responses by converting lyso-platelet activation factor (lyso-PAF) to PAF and lyso-phosphatidylcholine (lyso-PC) to PC [65]. LPC exerts considerable neuro-inflammatory reactivity in the brain and inhibition of LPC signaling in astrocytes and microglia confers neuroprotection [66]. Lpcat1 is also highly expressed in the retina [44], indicating that luteolin-induced Lpact1 levels could lead to diminished LPC levels in retinal microglia. Rnf145 was also up-regulated by luteolin but the function of this protein remains to be determined. 

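Cd36, a scavenger receptor for oxidized lipids, had a signal of 277 in control, 702 in luteolin-treated, 384 in LPS-treated and 489 in luteolin + LPS microglia. Its log2 fold change was 1.34 (standard error 0.43, adjusted p = 0.388) in resting and 0.35 (standard error 0.43, adjusted p = 0.771) in LPS-treated microglia. The latter was 0.56 without LPS replicate 1, 0.16 without LPS replicate 2, 0.16 without luteolin + LPS replicate 2 and 0.61 without luteolin + LPS replicate 3. It was -0.089 with the replicate block and without luteolin + LPS replicate 2, and the log2 difference within replicate 3 was -0.13. Kdr, the VEGF receptor, had a log2 fold change of 0.56 (standard error 0.42, adjusted p = 0.769) in resting and of 1.20 (standard error 0.42, adjusted p = 0.207) in LPS-treated microglia. In resting microglia it was 0.87 without luteolin replicate 1 and 0.27 without luteolin replicate 2. With LPS, it was 0.73 without LPS replicate 1, and its adjusted p was 0.0165 with the replicate block (0.0165 to 0.503 over 24 alternatives).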

Cd36 and Kdr (alias Vegfr2) were also significantly induced by luteolin in non-activated as well as activated microglia. The pattern recognition receptor Cd36 signals to the actin cytoskeleton and regulates microglial migration and phagocytosis [67], whereas Kdr is involved in the chemotactic response of microglia [46]. We thus speculate that luteolin-mediated expression of both genes could result in increased phagocytic responses of microglia without inducing inflammation.

Several reports have demonstrated that luteolin inhibits pro-inflammatory cytokine expression in various cell types by blocking NFkB (reviewed in [28]). Our microarray data confirmed these findings and revealed further NFkB target genes including the recently discovered microRNA miR-147 [48]. 

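AA467197 rose with LPS by a log2 fold change of 5.00 (standard error 0.61, adjusted p = 0.00177), or 4.70 with the 1 control array under 50 set to 50. It fell in luteolin + LPS versus LPS with a log2 fold change of -4.42 (standard error 0.61, adjusted p = 0.0144). This was -4.005 with the 1 luteolin + LPS array under 50 set to 50. The adjusted p of this fall was 0.0819 without LPS replicate 3 and 0.206 with only the groups compared (0.00529 to 0.206 over 24 alternatives). Traf1 and Tnfaip3, both targets and regulators of NFkB, rose with LPS by 4.68 (standard error 0.42, adjusted p = 4.14e-04) and 3.01 (standard error 0.38, adjusted p = 0.00210). For Traf1, whose control arrays all lay under 50, the rise was at least 3.70. Their signals went from 649.9 to 282 and from 1482 to 1169 with luteolin. Il1a, the cytokine interleukin-1 alpha, had a log2 fold change of -2.09 (standard error 0.47, adjusted p = 0.0690) in luteolin + LPS versus LPS, with an adjusted p of 0.0281 with the replicate block and 0.0260 without luteolin + LPS replicate 3 (0.0161 to 0.362 over 24 alternatives). Of the 16 genes of NFkB feedback and signalling, 12 lay below 0 in luteolin + LPS versus LPS, with a median of -0.27 (camera adjusted p = 0.117), and none passed limma's test over all genes or over the list alone. The microRNA itself was not analysed here.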

Recently, Jang et al. showed that luteolin reduced Il6 production mainly by inhibiting JNK signaling and AP1 activation [34]. Luteolin did not affect IkB-α degradation or NFkB DNA binding in brain microglia, implicating that luteolin-mediated effects in microglia are not solely dependent on NFkB blockade [34]. In line with this notion, our luteolin-regulated expression profiles identified several genes with NFkB-independent promoter control. Likewise, luteolin down-regulated complement factor 3, which is regulated by AP1 [68] and blocked expression of Slpi, which is a target of interferon regulatory factor 1 (IRF1) [69]. 

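Slpi, a secreted inhibitor of leukocyte proteases, rose with LPS from a signal of 995 to 8416, a log2 fold change of 3.08 (standard error 0.31, adjusted p = 7.94e-04). With luteolin + LPS its signal was 3459.9, a log2 fold change of -1.28 (standard error 0.31, adjusted p = 0.0885) against LPS, with an adjusted p of 0.0359 without luteolin + LPS replicate 3 (0.0246 to 0.362 over 24 alternatives).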

Luteolin also diminished mRNA levels of the pro-inflammatory GTPase Gbp2 and the acute phase protein Haptoglobin, which are both regulated by signal transducers and activators of transcription (STATs) [70,71]. These data clearly show that luteolin dampens microglia activation by interfering with several divergent signaling pathways.

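Gbp2, an interferon-induced GTPase, had a signal of 23.2 in control, 2877 in LPS-treated and 361 in luteolin + LPS microglia. With all 3 control arrays under 50, it rose with LPS by a log2 of at least 5.85 (limma's log2 fold change 6.95, standard error 1.04, adjusted p = 0.00466), and had a log2 fold change of -2.99 (standard error 1.04, adjusted p = 0.208) in luteolin + LPS versus LPS. The latter was -1.58 without luteolin + LPS replicate 2. Hp, which encodes haptoglobin, the plasma protein that binds free hemoglobin, rose with LPS by 3.70 (standard error 0.66, adjusted p = 0.0116). It had a log2 fold change of -2.12 (standard error 0.66, adjusted p = 0.159) in luteolin + LPS versus LPS, with an adjusted p of 0.0401 with the replicate block and 0.0298 without luteolin + LPS replicate 3 (0.0113 to 0.450 over 24 alternatives).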

The luteolin-regulated differential expression patterns also revealed genes involved in microglial apoptosis and ramification. Microglia are more susceptible than macrophages to apoptosis [72] and recent evidence indicates that microglial apoptosis and senescence may precede neurodegeneration [73]. 

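Ddit3 and Trib3, a pseudokinase induced by CHOP, belong to the integrated stress response. Of the 21 measured genes of this list, 9 lay above 0 and 12 below 0 in luteolin + LPS versus LPS. Their median was -0.023 (camera adjusted p = 0.323). Ddit3 had a signal of 10584 with LPS and 1859 with luteolin + LPS, a log2 fold change of -2.51 (standard error 0.74, adjusted p = 0.145), and Trib3 one of -0.90 (standard error 0.40, adjusted p = 0.326). Ddit3 was at -1.52 without luteolin + LPS replicate 2 and -1.51 with the mean of a gene's probe sets, and Trib3 at -0.36 without luteolin + LPS replicate 2. Without LPS, Trib3 had a log2 fold change of -1.38 (standard error 0.40, adjusted p = 0.303) in luteolin-treated versus control. In LPS versus control, Ddit3 had a log2 fold change of 1.02 (standard error 0.74, adjusted p = 0.467), which was 0.45 with the mean of a gene's probe sets, with an adjusted p of 0.0138 when the other 6 arrays did not enter the test (0.0138 to 0.667 over 24 alternatives). Trib3 had one of -0.12 (standard error 0.40, adjusted p = 0.898), which was -0.076 without control replicate 3, 0.00079 without LPS replicate 1, -0.075 without LPS replicate 2, -0.27 without LPS replicate 3 and -0.032 without all arrays of replicate 1.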

Ddit 3 and Trib3, which were both induced by LPS and suppressed by luteolin, support stress and NO-mediated apoptosis [50,51]. We therefore hypothesize that luteolin could promote the survival of activated and stressed microglia in an environment of early neurodegeneration. Our expression data also revealed the unexpected finding that luteolin down-regulated Lcn2 and Marco, two molecules involved in microglial ramification and formation of filopodia. 

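Lcn2, the iron-sequestering protein lipocalin-2, rose with LPS by a log2 fold change of 7.50 (standard error 0.95, adjusted p = 0.00209), or 7.14 with the 1 control array under 50 set to 50. Its log2 fold change in luteolin + LPS versus LPS was -3.03 (standard error 0.95, adjusted p = 0.166), which was -1.85 without luteolin + LPS replicate 2, with an adjusted p of 0.0359 without luteolin + LPS replicate 3 (0.0359 to 0.450 over 24 alternatives). Marco, a scavenger receptor for bacteria, rose with LPS by 4.07 (standard error 0.52, adjusted p = 0.00220). Its log2 fold change was -2.04 (standard error 0.52, adjusted p = 0.107) in luteolin + LPS versus LPS, which was -1.28 with array weights, with an adjusted p of 0.0192 without luteolin + LPS replicate 3 (0.0170 to 0.413 over 24 alternatives). Of 19 measured regulators of filopodia and actin, 10 lay above 0 and 9 below 0 in that comparison, with a median of 0.033 and a mean of -0.087 (camera adjusted p = 0.873). Among them, Diaph2, a formin that lengthens actin filaments, fell with a log2 fold change of -1.53 (standard error 0.19, adjusted p = 0.0121), with an adjusted p of 0.206 with only the groups compared, as the only 1 to pass over all genes or over the list alone.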

Lee *et al*. demonstrated that stable expression of Lcn in BV-2 microglia, the same cell line we used in our experiments, induced a round cell shape with a loss of processes [52]. In line with this, over-expression of the scavenger receptor Marco in dendritic cells caused rounding of cells and down-regulated antigen uptake [53]. Thus, we hypothesized that the observed changes in mRNA levels of both genes might also translate into different morphological characters.

The morphological and functional assays fully supported the implications from gene expression profiles and revealed a direct effect of luteolin on the microglial phenotype. Luteolin stimulated the formation of filopodia and caused ramification of BV-2 cells and primary microglia even in the setting of strong LPS activation. Moreover, NO secretion was completely blocked in LPS-activated microglia upon co-incubation with luteolin. We studied the effects of conditioned media from microglia on cultured photoreceptor-like 661W cells and demonstrated that luteolin-treatment effectively protected 661W cells from LPS-induced microglial toxicity. Since NO and other reactive oxygen species are the major radicals secreted from microglia, we speculate that luteolin directly inhibits the secretion of these cytotoxic radicals. Our hypothesis is corroborated by recent data demonstrating that luteolin concentration-dependently attenuated LPS-induced dopaminergic neuron loss by blocking NO secretion from cultured rat microglia [32].

## Conclusions

We have shown that the flavonoid luteolin is a potent modulator of microglial activation, cell shape, and effector functions. Luteolin induced global changes in the transcriptome of resting or LPS-activated microglia leading to a polarized M2-like phenotype with anti-inflammatory and neuroprotective characteristics. Luteolin's mechanisms of action appear to target several independent pathways independent of NFkB. Our results provide a basis to develop immuno-modulatory and neuroprotective therapies for the treatment of neurodegenerative disoders.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KD, SE, and DK carried out all cell cultures and qRT-PCR experiments. MK, JH, and YW analyzed qRT-PCR and functional data. CM performed microarray hybridizations and raw data analyses. RF analyzed microarray data and critically read the manuscript. TL designed the study, obtained funding, carried out biostatistical analyses of microarrays and wrote the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

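Gene expression was measured with Affymetrix Mouse Genome 430 2.0 arrays in BV-2 microglia left untreated or treated for 24 h with luteolin, LPS or luteolin + LPS, with 3 arrays per condition. The paper's methods give the joint treatment as LPS with LPS, and it was read as luteolin with LPS, as the sample labels give it. The labels' extraction protocol names PUER cells, and the arrays were taken as BV-2, which the labels' treatment protocol and the paper name. The authors summarized the probe intensities with the RMA algorithm, which covers background correction, quantile normalization between arrays and median polish. The deposited values are intensities on the linear scale, 1 per probe set and array. Their median per array lay between 52.2 and 56.4. Between 50.9% and 52.5% of the 45101 probe sets of an array had a signal of 50 or more. Any 2 arrays of a group correlated with an r of 0.978 to 0.996 over all probe sets. The arrays' number and the signal over background set the precision, and single probes and the original scans were not used here.

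The log2 of the intensities was taken. Of the probe sets, 34958 named 1 gene, 932 named several and 9211 were left unnamed here. Gene names were brought up to date through a mouse RefSeq table, which was used for names only. Of 9011 genes with more than 1 probe set, the probe set with the highest mean log2 value was kept. Of 18195 genes, 6124 had a mean signal under 50 in all 4 conditions and were left out, and 12071 were tested. One linear model with 4 group means was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes). The contrasts were luteolin versus control, luteolin + LPS versus LPS, LPS versus control and the interaction of luteolin with LPS. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Where an array of a group compared lay under a signal of 50, the difference was also taken with that array set to 50, as a lower bound, a step added after the values had been seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

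The paper describes 3 independent stimulation experiments, and the sample labels carry replicate numbers 1 to 3 in each of the 4 conditions. Whether arrays of 1 number belong together was checked on the deviations from the group means. Arrays of the same number correlated in all 18 pairs of arrays, with an r of 0.101 to 0.591 and a median of 0.42, and arrays of different numbers had a median of -0.29. The fit without a block was set as the one reported. The fit with the replicate number as a block is given beside many results where it changes a call or moves a count by more than 1.5 times. For counts adjusted over a list alone, it is given for some lists only. In the random block the consensus correlation was 0.263.

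The tests, the alternatives and 29 gene lists were fixed before the data were examined but after the paper's tables had been read. Of 505 entries in the lists, 471 had a probe set and 410 were tested. Those on immunity cover the interferon response, NFkB cytokines and chemokines, NFkB feedback and signalling, the acute phase response, complement, Toll-like receptor signalling, antigen presentation, phagocytosis and scavenger receptors and M2 macrophage markers. Those on stress and death cover pro-apoptotic and anti-apoptotic genes, NRF2 and anti-oxidant genes, the integrated stress response, the unfolded protein response and heat shock. Those on metabolism cover cholesterol synthesis, fatty acid synthesis, LXR targets, aryl hydrocarbon receptor targets, glycolysis and the hypoxia response and the lysosome. The others cover immediate early genes, the cell cycle, filopodia and actin regulators, homeostatic microglia, and markers of neurons, astrocytes, oligodendrocytes and fibroblasts. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 29 lists of a contrast, and again with an estimated correlation and with fry. With an estimated correlation, no list passed in any contrast. Genes were named by a rule: those of Tables 2 and 3, those the paper measured by qRT-PCR, up to 10 per direction and contrast with the largest log2 fold change among called genes whose arrays did not overlap, and 2 to 4 per list with the largest log2 fold change. The paper's fold changes had been seen when the rule was set. Some items the rule names are not reported here.

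The tests were tested on simulated data, in which 200 genes were changed by 1, 2 or 3 on the log2 scale. With replicate shifts as measured, 64.2%, 98.5% and 100% of them were recovered without a block and 80.6%, 100% and 100% with the replicate block. In resting microglia, 66 measured genes had a log2 fold change over 1 in size. Limma called 0 of these without a block and 12 with it. Whether the simulated data carry the full spread between arrays was not tested. The recovered shares therefore do not show that genes not called were unchanged. The alternatives were the replicate block (fixed or random), only the groups compared, no filter on signal or a mean signal of at least 100, and the mean of a gene's probe sets or every probe set. Others were quantile normalization again, arrays centred on their medians, eBayes with a trend or robust, array weights, and each array left out in turn. For counts, a SAM statistic over 20 relabellings of the arrays and other thresholds were added. The paper's test by SAM on single probes was not repeated here, and neither the qRT-PCR nor the functional assays were analysed here.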

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

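The tests on luteolin + LPS replicate 2 and on the replicate 1 arrays were chosen only after these arrays had been seen to stand apart, except for the slope on luteolin's effect in resting microglia, and the tests on other splits of the arrays were set before. Their limit to splits that part all replicate pairs was added after all splits had been seen. Of the 29 lists, 9 stood out because luteolin's effect differed between LPS-treated and resting microglia by camera's test of the interaction. The median log2 difference was -1.31 for the interferon response list (adjusted p = 2.26e-16, 0.334 with an estimated correlation). With both adjusted p-values in the same order, it was -1.19 for the acute phase response (4.98e-10 and 0.183), -0.86 for NFkB cytokines and chemokines (2.83e-06 and 0.334), -0.34 for complement (2.18e-04 and 0.183) and -0.29 for antigen presentation (9.19e-05 and 0.334). It was also -0.29 for phagocytosis and scavenger receptors (1.33e-04 and 0.183) and 0.34 for cholesterol synthesis (4.21e-05 and 0.183). The fatty acid synthesis list had 0.20 (0.0118 and 0.292), and 0.122 without control replicate 1, 0.0817 without luteolin replicate 1, 0.0731 without luteolin + LPS replicate 3, 0.0535 with the mean of a gene's probe sets and 0.0927 without all arrays of replicate 1. The lysosome list had -0.10 (0.0275 and 0.600), and 0.181 without control replicate 3, 0.396 without luteolin replicate 1, 0.187 without LPS replicate 1, 0.117 without LPS replicate 2, 0.0820 without luteolin + LPS replicate 2, 0.174 without luteolin + LPS replicate 3, 0.0615 with no filter on signal and 0.120 without all arrays of replicate 1. Without luteolin + LPS replicate 2, the difference was -0.67 for the interferon response, -0.69 for the acute phase response (-0.67 with no filter on signal), -0.43 for NFkB cytokines and chemokines, -0.15 for antigen presentation (-0.19 with no filter) and -0.049 for the lysosome. It was -2.14 for the interferon response without luteolin + LPS replicate 1 and -1.98 without all arrays of replicate 1, where fatty acid synthesis had 0.098, -0.44 for phagocytosis without LPS replicate 1, and for complement -0.52 without control replicate 2, -0.21 without LPS replicate 2 and -0.21 without luteolin + LPS replicate 1. For the lysosome it lay between -0.18 and -0.020 without single arrays and was -0.064 with centred arrays. The integrated stress response list passed only with the replicate block (adjusted p = 0.0449, against 0.0521). Of the splits of the arrays within resting and within LPS-treated microglia, 16 part all replicate pairs as the real one does, too few for a share under 0.05. The real split called 9 lists and the highest other 11 (6 of 16 called as many), and for single genes 0 and 1 (16 of 16). The 84 splits that keep some pairs together called up to 14 lists.

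The following stood out because the paper gives no list for them. In LPS versus control, 505 genes passed the test. In luteolin + LPS versus LPS, 51 of the 61 genes called are outside Tables 2 and 3. Of the NRF2 and anti-oxidant genes outside these tables, all 15 had a log2 fold change above 0 in luteolin-treated versus control microglia, with a median of 0.40, and 13 of 15 in luteolin + LPS versus LPS, with a median of 0.46.

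Of the 10 splits of 3 arrays against 3, 4 part all 3 replicate pairs as the real one does, too few for a share under 0.05. In luteolin versus control the real split called 0 genes and the highest other 0 (4 of 4 called as many), and with the replicate block 34 and 0 (1 of 4). In luteolin + LPS versus LPS it called 61 and the highest other 0 (1 of 4), with the block 578 and 0 (1 of 4), and of the genes raised by LPS 14 lower and 0 (1 of 4). The 6 splits that part fewer pairs set arrays of 1 experiment against others, and called up to 11 genes there and up to 2 of those raised by LPS. In LPS versus control it called 505 and 0 (1 of 4), with the block 1338 and 0 (1 of 4). At the paper's thresholds all 4 splits called 0 genes, in resting and in LPS-treated microglia. Of the 29 lists, the real split called 4 in luteolin versus control and another up to 6 (3 of 4 called as many), 6 and up to 11 in luteolin + LPS versus LPS (3 of 4), and 9 and up to 9 in LPS versus control (2 of 4). The splits that part fewer pairs called up to 9, 7 and 13 lists in these comparisons. The correlation of luteolin's effects in both states was 0.488, against up to 0.341 in the 15 other splits that part all pairs (1 of 16 as far from 0), again too few. Splits that keep some pairs together reached 0.616, where differences between experiments enter both effects.

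In luteolin + LPS replicate 2, interferon response genes stood at the level of microglia without LPS, at a median of -0.20 against 2.84 and 1.09 in replicates 1 and 3. An array without LPS under this label is excluded, since its NFkB feedback and signalling genes lay 6.94 SDs above the luteolin-treated arrays. An admixture of such RNA is excluded too, since these genes kept 44.9% of the other arrays' level (quartiles 28.1 and 59.0) and interferon response genes 0.129% (quartiles -1.22 and 4.81). A lower overall exposure to LPS stays open, as the cytokines and chemokines raised by LPS stood at 2.06 there, against 2.51 and 3.91. A stronger effect of luteolin in this culture, the biological explanation, stays open too, as the array's differences from LPS had a slope of 0.994 on luteolin's effect in resting microglia over 34 genes, against 0.737 and 0.770. These are the genes the replicate block called in resting microglia, and leaving out any single array left at most 1 gene called there.

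The 4 arrays of replicate 1 lay apart from those of replicates 2 and 3 on the second principal component. Control replicate 1 alone as the source, through the group means, is excluded, since the other replicate 1 arrays still correlated in their deviations, with an r of at least 0.366. Degraded RNA could contribute in control replicate 1, whose 3' probe sets of 3 control genes exceeded the 5' ones by 1.23 on the log2 scale. In replicates 2 and 3 this value was 0.49 to 0.66. It was 0.68 in LPS replicate 1 and 0.76 in luteolin + LPS replicate 1, above that range. Within each condition, replicate 1 had the highest value. In luteolin replicate 1 it was 0.62, inside that range, so the test cannot tell for the replicate 1 arrays as a set. The sample labels describe labelling of whole transcripts and the paper a 3' protocol, and what this difference measures depends on which was used. A shared growth state of the cultures, the biological explanation, cannot be told either. Cell cycle genes lay above the group mean in 1 of the 4 arrays, by 0.61 in control replicate 1, and below it by -0.29, -0.33 and -0.24 in the others.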

How the results depend on the processing

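Leaving out all 4 arrays of replicate 1, and leaving out single arrays with the replicate block, were chosen after seeing the data, and the other settings before. Of 113 values for genes, 110 kept their direction under all alternatives run, and of 2743 recomputed values 2473 kept direction and side of the threshold, 93 lost the call, 172 gained it and 5 changed sign. For 32 list medians these were 662, 112, 37 and 1 of 812. Beyond those given at each result, the replicate block changed no list's call by camera's test at the preset correlation. Calls of single genes adjusted over a list alone changed with it in further lists. The sign changed for Gadd45a in luteolin versus control (-0.0018 without luteolin replicate 1, -0.0018 to 1.00 without single arrays). It changed for Cd36 in luteolin + LPS versus LPS (-0.089 with the block and without luteolin + LPS replicate 2), Trib3 in LPS versus control (0.00079 without LPS replicate 1, -0.27 to 0.00079 without single arrays, and with the block 0.11 without control replicate 2 and 0.16 without LPS replicate 1) and the complement list in LPS versus control (-0.0040 at a signal of at least 100, where fewer genes are tested). The cause of these and of the following shifts was not tested.

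Genes at an adjusted p under 0.05 numbered, in luteolin versus control, 34 with the replicate block, 23 with a random block, 2 after quantile normalization again, 962 with array weights and, counted in probe sets, 285 by the SAM statistic. In luteolin + LPS versus LPS they numbered 578, 444 and 292 with the replicate block, random block and array weights and 0 with only the groups compared (fewer arrays). In LPS versus control they numbered 1338, 1259, 1950 and 306 under the same settings, with 1262 probe sets by SAM, and in the interaction 5 with array weights. Without single arrays or replicate 1 they ranged from 0 to 2, from 11 to 505, from 197 to 551 and from 0 to 2 in these 4 comparisons. With the block, luteolin versus control gave 1 gene without control replicate 2 and 0 without any other array, and luteolin + LPS versus LPS gave 606, 80 and 63 without LPS replicates 1, 2 and 3 and 311, 111 and 371 without luteolin + LPS replicates 1, 2 and 3. It gave, in LPS versus control, 603, 809 and 364 without control replicates 1, 2 and 3 and 835, 931 and 561 without LPS replicates 1, 2 and 3, and the interaction 3 without LPS replicate 1 and 1 without luteolin + LPS replicate 3. At the paper's thresholds, luteolin versus control gave 3 with array weights, 21 probe sets by SAM at 0.1% and 65 genes by a log2 fold change over 1 with no test. Luteolin + LPS versus LPS gave 30 probe sets by SAM, 31 genes at an adjusted p under 0.05, 242 with no test and 0 to 1 without single arrays. The 65 and 242 need a mean signal of at least 50 in 1 of the groups compared, while the 66 and 244 of the text need it in any of the 4 conditions. The r of 0.488 between luteolin's effects became, with the block, 0.572 and 0.312 without control replicates 1 and 2 and 0.357 and 0.584 without luteolin replicates 1 and 2, and otherwise moved by less than the SD of the replicates, 0.0761. Of the genes raised by LPS, 46, 41, 31 and 0 were lower in luteolin + LPS than LPS with the replicate block, random block, array weights and only the groups compared, and 5 to 46 without single arrays or replicate 1. With the block they were 37, 32 and 23 without control replicates 1, 2 and 3, 33, 28 and 27 without luteolin replicates 1, 2 and 3, 41, 16 and 15 without LPS replicates 1, 2 and 3, and 58, 20 and 56 without luteolin + LPS replicates 1, 2 and 3. Over all contrasts, 28 list tests passed, 0 with an estimated correlation and 10 by fry one-way. All 10 were in LPS versus control, and among them Toll-like receptor signalling and fatty acid synthesis had not passed camera's test there. By fry one-way, 0 lists passed in either luteolin comparison or in the interaction. By fry's mixed test, which takes changes in either direction, 1 list passed in luteolin versus control, that of NRF2 and anti-oxidant genes. It passed 10 lists in luteolin + LPS versus LPS, 19 in LPS versus control and 0 in the interaction. With the replicate block the mixed test passed 10, 13, 23 and 0 lists in these 4 contrasts.

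Lists have no value for only the groups compared, the random block, the trend, robust and array weights settings or per probe set. The interaction has none for only the groups compared, and some lists lose all members under the stricter filter. Where 1 array is left out of a group of 3, limma takes its spread from all groups. For 6124 genes the signal over background limits what can be seen.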

Differences from the paper's values

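The paper reports 18 differentially expressed genes in luteolin-treated versus control microglia, and at its thresholds on probe sets 0 were found here. Of the alternatives set before the data were examined, the SAM statistic at a false discovery rate of 0.1% gave 21 probe sets, within 1.5 times of the paper's count of genes, and the others did not, array weights giving 3 and a log2 fold change over 1 with no test 65. For luteolin + LPS versus LPS the paper reports 54 genes, 11 of them induced, and 0 were found here for both. No alternative came within 1.5 times of these counts: SAM at 0.1% gave 30 probe sets with 3 induced, an adjusted p under 0.05 gave 31 genes with 5 induced, and no test gave 242 with 51 induced. Several probe sets can belong to the same gene, so the SAM counts are not counts of genes. The paper applied SAM to single probes and asked for several significant probes per gene, a step these values do not include.

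Of the 17 measured genes of Table 2, limma called none, array weights called 14 (Blvrb, C3ar1, Cd14, Cd36, Cd74, Cox6a2, Cst7, Ddit3, Ifitm6, Lpcat1, Nupr1, Rnf145, Srxn1 and Trib3). The SAM statistic at 5% called 11 (Cd93 besides 10 of these) and at 0.1% 3 (Lpcat1, Rnf145 and Srxn1), the replicate block called 1 (Rnf145), and every other setting run called none. Of the 52 measured genes of Table 3, limma called 10, the replicate block 34, the random block 28, array weights 16, SAM 12 at 5% and 9 at 0.1%, every probe set 11, the mean of probe sets 8 and only the groups compared 0. No filter on signal, a signal of at least 100, quantile normalization again, centred arrays, the trend and robust eBayes called 10 each. Without luteolin + LPS replicate 3 it called 20, without luteolin + LPS replicate 1 it called 15, and without luteolin + LPS replicate 2 it called 5. It called 10, 4 and 2 without LPS replicates 1, 2 and 3. Leaving out replicate 1, chosen after seeing the values, called 24 and dropped 28 of the paper's 52. The replicate block without single arrays, also chosen after seeing the values, called 11 to 34 and dropped 18 to 41.

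Of 69 fold changes compared with Tables 2 and 3, 5 differ by more than the SD of the log2 differences of the 3 replicates, all in luteolin + LPS versus LPS. For H13 the paper gives 2.3 and the value here is 1.49, and for Serpinb1a the paper gives -2.41 and the value here is -4.04. None of 17 alternatives set before the data were examined closes either. For Ifitm3 the paper gives -13.74 and the value here is -30.1, which does not differ with array weights, without LPS replicate 1 or without luteolin + LPS replicate 2, and differs under the other 14. For Il1rn the paper gives -5.28 and the value here is -8.57, which does not differ with array weights, without LPS replicate 3 or without luteolin + LPS replicate 1 or 2, and differs under the other 13. For Slamf7 the paper gives -4.14 and the value here is -7.39, which does not differ without LPS replicate 1 and differs under the other 16. Larger gaps within a wider spread are not counted, such as AA467197 with -9.32 in the paper and -21.5 here, and Gbp3 with -4.72 and -8.87.

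The paper states that LPS induces both Ddit3 and Trib3, without naming the data, and it measured both by qRT-PCR, which was not analysed here. Trib3 had a signal of 2905 in control and 2682 with LPS, a log2 fold change of -0.12 (standard error 0.40, adjusted p = 0.898), which was -0.076 without control replicate 3, 0.00079 without LPS replicate 1, -0.075 without LPS replicate 2, -0.27 without LPS replicate 3 and -0.032 without all arrays of replicate 1. For Ddit3 the log2 fold change was 1.02 (0.45 with the mean of a gene's probe sets), in the direction the paper states, with an adjusted p of 0.467, and 0.0138 with only the groups compared (0.0138 to 0.667 over 24 alternatives). The paper states that luteolin induces Cd36 and Kdr in resting and in LPS-treated microglia, and both had that direction in the mean, without passing limma's test in either state. With LPS, Cd36 lay below 0 in replicate 3 (-0.13). Kdr passed with the replicate block in LPS-treated microglia (adjusted p = 0.0165, 0.0165 to 0.503 over 24 alternatives). The categories the paper names describe the genes it called. The lists set beside them here hold other genes too. Counts over a list are therefore a different measure and do not contradict a category. The paper names antigen presentation among the categories of genes induced with LPS, where Cd83 lay above 0 as the paper gives it, and 14 of the 18 measured genes of that list lay below 0. It names phagocytosis among the induced categories in resting microglia, where Cd36 lay above 0 as the paper gives it, and 14 of 24 measured genes of that list lay below 0. It names apoptosis among the categories suppressed in resting microglia, where Ddit3 lay below 0 as the paper gives it, and 10 of 17 measured pro-apoptotic genes lay above 0. The pro-apoptotic list does not hold Ddit3 or Trib3. It names Toll-like receptor signalling among those suppressed with LPS, where Tlr1 lay below 0 as the paper gives it, and 15 of 23 measured genes lay above 0, and apoptosis, where Ddit3, Trib3 and Gadd45g lay below 0 as it gives them. It describes an anti-apoptotic and M2-like phenotype, while all 8 anti-apoptotic genes lay below 0 with LPS and 9 of 13 M2 markers lay below 0 in resting and 7 below and 6 above 0 in LPS-treated microglia, without passing camera's test.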

Other observations

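In luteolin-treated versus control microglia, 16 of 18 measured genes of cholesterol synthesis lay below 0, with a median of -0.24 (-0.16 without control replicate 2, and otherwise camera adjusted p = 0.00956, adjusted p = 0.479 with an estimated correlation). None of them passed limma's test, over all genes or over the list alone. With the replicate block, 1 rose and 5 fell over the list alone, and none passed over all genes. In luteolin + LPS versus LPS the median of the list was 0.15 (adjusted p = 0.278). Mvd, a decarboxylase of the mevalonate pathway, had a log2 fold change of -0.53 (standard error 0.26, adjusted p = 0.601). Ebp, a sterol isomerase, had one of 0.52 (standard error 0.15, adjusted p = 0.313). Of 11 targets of the sterol receptor LXR, 9 lay above 0, with a median of 0.14 (adjusted p = 0.0197, adjusted p = 0.594 with an estimated correlation, and 0.469 without control replicate 1, 0.0679 without luteolin replicate 2, 0.0551 without luteolin replicate 3 and 0.168 without all arrays of replicate 1). The median was 0.020 without control replicate 1 and 0.23 without control replicate 3. None rose over all genes, and 1 rose with the replicate block and when adjusted over the list alone. Abca1, the cholesterol exporter, had a log2 fold change of 0.63 (standard error 0.38, adjusted p = 0.681), which was 0.27 without control replicate 1, 0.41 with array weights and 0.40 without all arrays of replicate 1. Of 12 immediate early and AP-1 genes, 11 lay above 0, with a median of 0.25 (adjusted p = 0.0720, 0.0230 with the replicate block, and 0.00475 without control replicate 2 and 0.00725 without luteolin replicate 3, within 4.85e-04 to 0.868 over 22 alternatives). Their median was 0.021 without control replicate 1, 0.57 without control replicate 2, 0.053 without luteolin replicate 2, 0.39 without luteolin replicate 3 and 0.0029 without all arrays of replicate 1. Antigen presentation genes had a median of 0.18 in resting microglia (adjusted p = 0.0970, 0.0484 with the replicate block, within 0.00941 to 0.960 over 22 alternatives), and this median was 0.12 without control replicate 2 and 0.10 without luteolin replicate 1.

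In LPS versus control, the median was 0.44 for the NRF2 and anti-oxidant list (3 rose over all genes, 8 adjusted over the list alone, 7 with the replicate block, camera adjusted p = 2.79e-06, adjusted p = 0.196 with an estimated correlation). The acute phase response had 2.97 (1.49 with no filter on signal, and otherwise 7 rose, 8 adjusted over the list alone, 1.19e-12, adjusted p = 0.0832 with an estimated correlation). Antigen presentation had a median of 0.47 (1 rose, 7 adjusted over the list alone, 6 with the replicate block, 8.85e-06, adjusted p = 0.245 with an estimated correlation). Slc7a11 rose by 2.95 (standard error 0.58, adjusted p = 0.0195), with an adjusted p of 0.0759 without control replicate 2, 0.0755 without control replicate 3 and 0.0983 with only the groups compared (4.00e-04 to 0.0983 over 24 alternatives). The pro-apoptotic list had a median of 0.34 (0.21 without all arrays of replicate 1, and otherwise 2 rose and 1 fell, 7 and 1 adjusted over the list alone, 6 and 1 with the replicate block, 0.0102, adjusted p = 0.0832 with an estimated correlation). The anti-apoptotic list had one of 0.25 (1 rose, 2 adjusted over the list alone or with the replicate block, 0.0160, adjusted p = 0.208 with an estimated correlation). The complement list had 0.23 (-0.0040 at a signal of at least 100, 0.13 with the mean of a gene's probe sets and 0.13 without all arrays of replicate 1, and otherwise 1 rose, over all genes or the list alone, 0.0484, adjusted p = 0.362 with an estimated correlation, 0.0587 with the replicate block, and 0.295 without control replicate 1, 0.131 without LPS replicate 2, 0.0994 with the mean of a gene's probe sets, 0.0681 after quantile normalization again and 0.519 without all arrays of replicate 1). The glycolysis and hypoxia response list had 0.13 (0.025 without control replicate 1, 0.23 without control replicate 2, 0.085 without LPS replicate 2 and 0.047 without all arrays of replicate 1, and otherwise adjusted p = 0.0507, 0.0246 with the replicate block, and 0.0113 without control replicate 2, 0.0391 without control replicate 3 and 0.0414 without LPS replicate 3, within 0.00879 to 0.605 over 22 alternatives). None of its genes passed over all genes (4 rose and 1 fell with the replicate block), and 2 rose and 1 fell over the list alone. The immediate early list had 0.32 (0.087 without control replicate 1, 0.70 without LPS replicate 1, 0.19 without LPS replicate 2 and 0.55 without all arrays of replicate 1, and otherwise 2 rose, 4 rose and 1 fell with the replicate block or over the list alone, 0.0507, 0.0354 with the replicate block, and 0.0113 without control replicate 2, 0.0446 without control replicate 3 and 0.00448 without LPS replicate 1, within 0.00448 to 0.605 over 22 alternatives).

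In luteolin versus control and luteolin + LPS versus LPS, the medians were 0.099 and 0.067 for the unfolded protein response, -0.014 and 0.030 for heat shock, 0.19 and 0.27 for the cell cycle and 0.016 and -0.086 for the lysosome. In the same order, they were -0.075 and -0.032 for glycolysis and the hypoxia response, -0.13 and -0.25 for 3 targets of the aryl hydrocarbon receptor, and 0.021 and -0.17 for homeostatic microglia. The mean had the other sign for heat shock and homeostatic microglia in the first comparison, for glycolysis in the second and for the aryl hydrocarbon receptor targets in both. None of these 7 lists passed camera's test in either comparison. Markers of other cell types were for the most part not among the genes tested: 2 of 10 neuron, 3 of 8 astrocyte, 5 of 7 oligodendrocyte and 1 of 8 fibroblast markers were tested, with medians of 0.051, -0.093, 0.062 and -0.037 in luteolin versus control and no call in any contrast.

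Array values of genes the paper measured by qRT-PCR were as follows in luteolin + LPS versus LPS. Il6 had a log2 fold change of -0.89 (standard error 0.58, adjusted p = 0.529), and Cxcl10, an interferon-induced chemokine, one of -1.98 (standard error 0.77, adjusted p = 0.265). Irf7, the regulator of type I interferons, had one of -2.18 (standard error 0.97, adjusted p = 0.326). Il6 was at -0.52 without LPS replicate 1, -0.22 without luteolin + LPS replicate 2, -1.36 without luteolin + LPS replicate 3 and -0.21 with array weights, Cxcl10 at -1.19 without LPS replicate 1, -1.24 without luteolin + LPS replicate 2, -0.70 with array weights and -1.13 without all arrays of replicate 1, and Irf7 at -3.36 without luteolin + LPS replicate 1 and -0.79 without luteolin + LPS replicate 2. In replicate 3 the log2 difference of Il6 was 0.057. Nos2, the inducible nitric oxide synthase, had one of -1.54 (standard error 0.31, adjusted p = 0.0553), with an adjusted p of 0.0312 with the replicate block and 0.0346 without luteolin + LPS replicate 3 (0.0212 to 0.347 over 24 alternatives). LPS raised Cxcl10 by 5.90 (standard error 0.77, adjusted p = 0.00233), Nos2 by 2.12 (standard error 0.31, adjusted p = 0.00378) and Irf7 by 4.57 (standard error 0.97, adjusted p = 0.0263). With control arrays under 50 set to 50 (2 for Cxcl10 and 2 for Nos2), the rises of Cxcl10 and Nos2 were 5.37 and 2.07. The adjusted p of Irf7 was 0.0734 without control replicate 1, 0.0720 without control replicate 2, 0.0966 without control replicate 3, 0.0791 without LPS replicate 1, 0.0504 without LPS replicate 2 and 0.0656 without LPS replicate 3 (3.55e-04 to 0.0966 over 24 alternatives). Ocstamp, a gene of osteoclast fusion, fell with LPS by a log2 fold change of -2.33 (standard error 0.47, adjusted p = 0.0207), with an adjusted p of 0.0810 without control replicate 2, 0.0853 without control replicate 3, 0.0589 without LPS replicate 1 and 0.0581 with only the groups compared (1.40e-04 to 0.0853 over 24 alternatives). Gbp3, an interferon-induced GTPase, had a log2 fold change of -3.15 (standard error 0.83, adjusted p = 0.112) in luteolin + LPS versus LPS, which was -1.95 without luteolin + LPS replicate 2, with an adjusted p of 0.0436 with the replicate block and 0.0384 without luteolin + LPS replicate 1 (0.0260 to 0.431 over 24 alternatives).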
